# Activation of counter-regulatory mechanisms in a rat renal acute rejection model

**DOI:** 10.1186/1471-2164-9-71

**Published:** 2008-02-08

**Authors:** Bayram Edemir, Sunil M Kurian, Martin Eisenacher, Detlef Lang, Carsten Müller-Tidow, Gert Gabriëls, Daniel R Salomon, Eberhard Schlatter

## Abstract

**Background:**

Microarray analysis provides a powerful approach to identify gene expression alterations following transplantation. In patients the heterogeneity of graft specimens, co-morbidity, co-medications and the challenges in sample collection and preparation complicate conclusions regarding the underlying mechanisms of graft injury, rejection and immune regulation.

**Results:**

We used a rat kidney transplantation model with strict transplant and sample preparation procedures to analyze genome wide changes in gene expression four days after syngeneic and allogeneic transplantation. Both interventions were associated with substantial changes in gene expression. After allogeneic transplantation, genes and pathways related to transport and metabolism were predominantly down-regulated consistent with rejection-mediated graft injury and dysfunction. Up-regulated genes were primarily related to the acute immune response including antigen presentation, T-cell receptor signaling, apoptosis, interferon signaling and complement cascades. We observed a cytokine and chemokine expression profile consistent with activation of a Th1-cell response. A novel finding was up-regulation of several regulatory and protective genes after allogeneic transplantation, specifically IL10, Bcl2a1, C4bpa, Ctla4, HO-1 and the SOCS family.

**Conclusion:**

Our data indicate that in parallel with the predicted activation of immune response and tissue injury pathways, there is simultaneous activation of pathways for counter regulatory and protective mechanisms that would balance and limit the ongoing inflammatory/immune responses. The pathophysiological mechanisms behind and the clinical consequences of alterations in expression of these gene classes in acute rejection, injury and dysfunction vs. protection and immunoregulation, prompt further analyses and open new aspects for therapeutic approaches.

## Background

Microarray analyses have been used to link changes at the level of gene expression to different kidney diseases to obtain markers for diagnosis and prognosis. Microarray analyses of human patients have been used to analyze post-transplant events [1-6]. A recent review of microarray-based studies and the search for biomarkers in organ transplantation is given by Kurian et al. [7]. Microarray analysis of kidney transplant biopsies with acute rejection identified gene expression patterns that distinguish three distinct subtypes of acute rejection that, although indistinguishable by histology, were marked by differences in mechanisms of immune activation and cell proliferation [8]. Interestingly, another study of acute rejection biopsies showed no evidence for up-regulation of cytotoxic T-cell effector molecules despite the fact that these have been considered markers for acute renal rejection [9]. In parallel, gene expression signatures of peripheral blood lymphocytes (PBLs) from transplant patients have also been shown to be capable of classifying patients with acute rejection [6]. Surprisingly, there was essentially no overlap in rejection-diagnostic genes up-regulated in PBL and genes up-regulated in the biopsies from the same patients, indicating that the blood must be considered a very different immune compartment in this setting. As a consequence of these initial studies, the hope of developing validated diagnostic biomarkers for transplantation is tempered by results that challenge an existing dogma on immune response mechanisms and demand additional studies to deconvolute.

There are a number of limitations inherent in clinical studies of gene expression in transplantation. Patients typically represent major differences in gender, age, co-morbidities, clinical histories, immunosuppressive regimes, race/ethnicities, and genetics and it is always difficult to collect samples at specific times relative to the procedures. These differences significantly influence gene expression and that operant variability compromises the results obtained by microarray analysis as well as the confidence to identify the principal underlying immune mechanisms. The use of experimental transplantation models in rats or mice is an opportunity to mitigate these variables and work in a controlled system. Several studies have made use of experimental transplantation to study changes in gene expression related to acute rejection after murine heart, kidney and lung transplantation [10-13]. While several studies have been performed using heart transplantation in rats [14,15], to our knowledge, a study of acute kidney transplant rejection in rats has not been reported.

In previous studies [16,17], we showed in well characterized rat renal transplantation models, no evidence of tissue necrosis at day 4 while histological changes consistent with acute rejection including activated lymphocyte infiltration were found consistently. In those studies we showed differences in gene expression for selected sodium and water transporters that were relevant to tissue injury and renal compensation. In the present study, we made use of these transplantation models and continued our studies using day 4 as the measuring point to represent a time at which there is full representation of acute rejection mechanisms but before the widespread renal tissue injury that can confuse the gene signatures. Thus, changes in gene expression related solely to acute rejection in allogeneic transplantation or linked to the surgical procedure in syngeneic transplantation can be evaluated. Native, untreated kidneys were used as the control group. No immunosuppression was used to specifically analyze the influence of acute rejection on gene expression independent of the effects of immunosuppressive regimens. Thereby, maximum homogeneity in procedures, sample preparation, timing, and handling was achieved. In contrast to the design of renal transplantation studies performed in mice [12,13], we used bilaterally nephrectomized recipient rats, such that the animal's transplant was required to maintain the full metabolic and synthetic function of the organism as is the case in the clinical transplant situation.

## Results

### Correlation and clustering of the samples

The global experiment structure was inspected utilizing different methods intended to validate whether the groups were homogeneous and whether the within-group variance was smaller than the between-group variance. Furthermore, group distances could be roughly estimated. 

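The control group is 5 native kidneys of Lewis Brown Norway (LBN) rats. The syngeneic group (sTX) is 5 LBN kidneys grafted into LBN rats, and the allogeneic group (aTX, the acute group) is 5 LBN kidneys grafted into Lewis rats. These strains follow the methods of the paper. The series description gives the same strains. The source names of the samples differ and give Lewis donors with Lewis recipients for sTX and LBN recipients for aTX. If the source names were right, grafts and controls would also differ in strain, which was not tested here. Grafts were taken on day 4, and each of the 15 kidneys was hybridized to its own Affymetrix Rat Genome 230 2.0 array. The authors deposited MAS5 signal intensities on a linear scale for 31099 probe sets, scaled so that the mean without the highest and lowest 2% of probe sets is 100 on every array. Levels below are these intensities, as mean ± SD of a group with n = 5, and folds are ratios of geometric means. Folds that start from signals near background are uncertain in size.
After 57 Affymetrix control probe sets were set aside, 31042 probe sets were tested on the log2 scale with limma (1 fit of the 3 groups, moderated tests with an intensity trend). A gene is said to have risen or fallen when its p, adjusted by Benjamini and Hochberg over all probe sets, is below 0.05. Gene lists were tested with camera on 1 probe set per gene, with a preset correlation between genes of 0.01. An adjusted p with an estimated correlation comes from the same test with the correlation measured in the data, which is stricter. The comparisons, gene lists and thresholds were fixed before the data were examined.
Arrays were stained and washed in 2 runs, the first with the control group and aTX 2, 3 and 4, the second with the syngeneic group and aTX 1 and 5. No syngeneic array shares a run with a control array. With the run as a block, aTX against ctr therefore rests on the first run, and sTX against ctr rests on the difference between the allogeneic arrays of both runs. The 3'/5' signal ratio of Gapdh, a measure of RNA integrity, was 1.17 ± 0.047 in controls, 1.101 ± 0.023 after syngeneic and 1.04 ± 0.025 after allogeneic transplantation. For actin it was 1.74 ± 0.168, 1.51 ± 0.059 and 1.23 ± 0.058. Exact permutation tests of each pair of groups give adjusted p = 0.0159. With 5 kidneys per group the precision of every estimate is limited. Leaving out single arrays moved the fold by more than 1.5 times for 13 of 199 called named probe sets in aTX against ctr, 8 of 121 in sTX against ctr and 9 of 182 in aTX against sTX, by at most 1.87 times. Among all named probe sets, leaving out 1 array cost up to 18 calls in sTX against ctr. It cost up to 2 in aTX against ctr and up to 6 in aTX against sTX. Of the probe sets whose fold moved by more than 1.5 times 0 lost their call. Folds given below that move this far are those of Ubd, Ccl7, Cd3e, Cd8b, Fcnb, Cxcl9 and Pla2g2a in aTX against ctr, Havcr1 and C4bpa in sTX against ctr, and Pla2g2a, Pla2g2d and Cd69 in aTX against sTX.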

The correlations within the "acute group" (allogeneic kidney transplant with acute rejection), "syngeneic group" (syngeneic transplant as control for surgical changes) and "control group" (untreated, native kidneys) showed a homogenous correlation of 0.97–0.99 (Fig. 1A). 

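Kidneys of the same group resembled each other about equally in all 3 groups. The Pearson correlation of log2 signals over 31042 probe sets was 0.929 to 0.943 for any pair of kidneys within a group, with a median of 0.936. Unlogged signals, in which the most abundant transcripts dominate, gave 0.979 to 0.998 within groups. With an offset of 16 added before the logarithm, which damps the noise of weak probe sets, the range was 0.982 to 0.991.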

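Syngeneic grafts stayed close to native kidneys, with log2 correlations of 0.916 to 0.931 for pairs of a control and a syngeneic array. Allogeneic grafts lay farther from controls, at 0.877 to 0.892, and at 0.894 to 0.918 from syngeneic grafts. On unlogged signals the ranges were 0.948 to 0.979, 0.810 to 0.860 and 0.865 to 0.922. Over the 8623 probe sets with a mean signal of at least 100, log2 correlations for pairs of a control and an allogeneic array were 0.595 to 0.688.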

The correlation between the control group and the syngeneic group was 0.95–0.97, between control and the acute group was 0.84–0.87, and between the acute group and the syngeneic group was 0.88–0.92. The representative scatter plots of all genes between different samples showed that the observed correlations are not dominated by a small number of highly expressed genes (Fig. 1B). The syngeneic group was more similar to the control group than the acute group was to the control group. Thus, the processes of acute rejection were the most relevant factors in driving the observed changes in gene expression.

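Rejecting kidneys lay farther from native kidneys than isografts did, and every isograft lay farther from them than any control. The Euclidean distance of log2 profiles to the controls averaged 247 ± 4.95 for the allogeneic and 198 ± 3.37 for the syngeneic group (n = 5 each). Controls lay 184 ± 2.95 from each other, which is the noise floor of this measure. The ratio of allogeneic to syngeneic distance was 1.24, and 1.24 to 1.25 when any 1 array was left out. It was larger on other scales, 1.771 with an offset of 16, 1.779 by Spearman and 2.20 over probe sets with a mean signal of at least 100. Over the last the distances were 105.507, 47.962 and 27.117 for the aTX, sTX and ctr groups. An exact permutation test of the 5 allogeneic against the 5 syngeneic distances gives p = 0.00794, the smallest value that 5 against 5 arrays allow. Allogeneic kidneys of the first wash run lay 247 from the controls and those of the other run 246. Complete linkage split the tree first into the 5 allogeneic arrays and the other 10, and at 3 branches into the 3 groups.

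**Figure D1:**
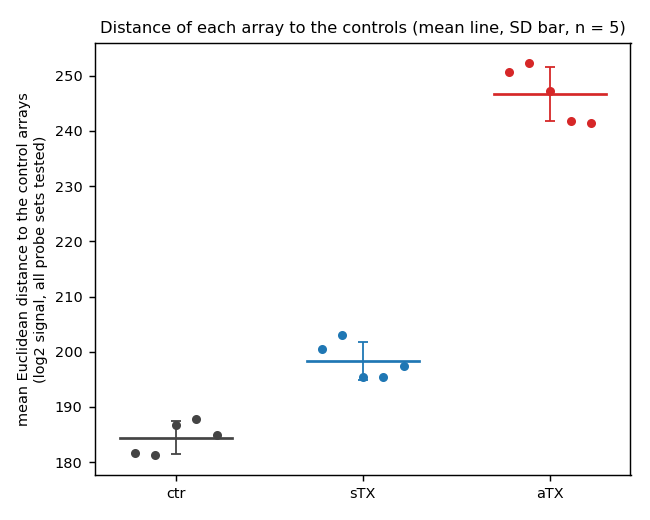
Euclidean distance of each array to the control arrays on log2 signals, by group; each point is 1 kidney.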

**Figure 1:**
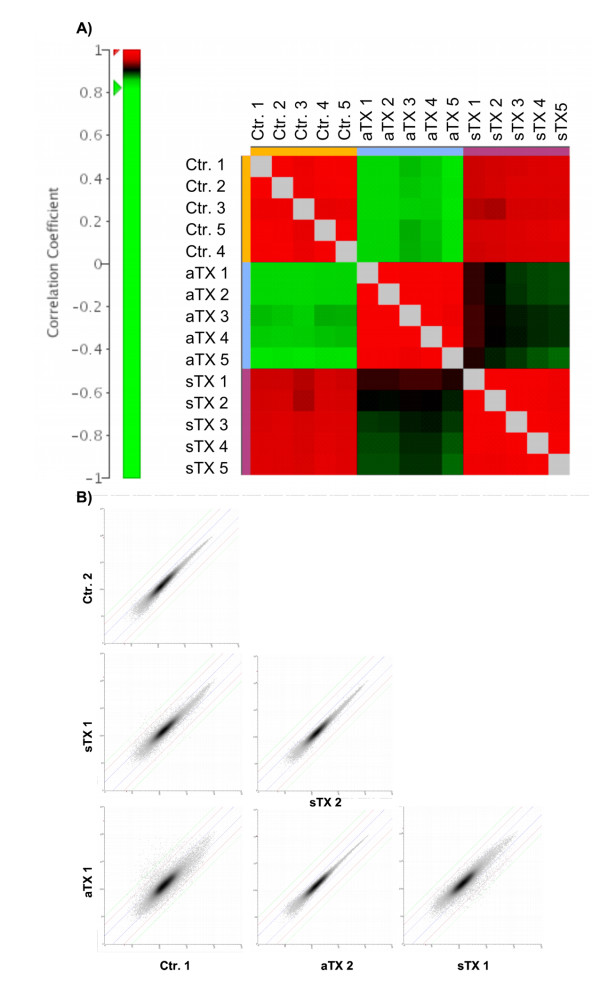
**Correlation and clustering of the samples**. A) Correlation analyses of the samples showed the expected results with higher correlation between control group (ctr) and syngeneic group (sTX) samples compared to acute rejection group (aTX). B) The representative scatter plots of all genes between different samples shows, that the observed correlation is not dominated by a small number of high-expressing genes.

### Identification of differentially expressed genes

Significantly regulated and differentially expressed genes were identified using class comparisons as implemented in BRB ArrayTools for all the possible group comparisons (acute to control, acute to syngeneic and syngeneic to control). Genes with a parametric p value < 0.001 were classified as significantly differentially expressed (Fig. 2A). Thus, 3871 genes were up-regulated and 3483 were down-regulated for the acute group compared to the control. 

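In acute rejection genes of lymphocytes and macrophages were higher and genes of the renal tubule lower than in native kidneys. Ubd, an interferon-induced ubiquitin-like modifier, rose from 53.3 ± 77.7 to 3455 ± 666 (116-fold, adjusted p = 7.21e-09). Control 3 alone was high for Ubd, and without it the log2 change is 7.535 instead of 6.86. The monocyte chemokine Ccl7 rose 141-fold to 712 ± 81.6 (adjusted p = 6.18e-08), and the macrophage gene Ms4a6a 91.8-fold to 1137 ± 84.2 (adjusted p = 1.64e-11). Cd3e, a chain of the T-cell receptor complex, rose 92.3-fold to 487 ± 102 (adjusted p = 3.13e-08). Among the genes that fell most, the amino acid transporter Slc7a12 went from 1182 ± 102 to 64.2 ± 36.5 (21.4-fold lower, adjusted p = 1.57e-09). The vitamin D binding protein Gc went from 1015 ± 80.8 to 130 ± 49.5 (8.52-fold lower, adjusted p = 1.5e-09), and the retinol carrier Rbp4 from 645 ± 163 to 75.9 ± 26.5 (8.91-fold lower, adjusted p = 8.66e-09). Isografts lay between, with Slc7a12 at 267 ± 153, Gc at 291 ± 43.2 and Rbp4 at 259 ± 106. These are below controls (adjusted p = 7.91e-05, 2.02e-05 and 0.00137; 0.309, 0.22 and 0.403 with the wash run as a block) and above allografts (adjusted p = 4.75e-05, 0.000232 and 2.98e-05).
Over all probe sets 6268 rose and 6890 fell in aTX against ctr. A wash run block gives 5601 and 6346. At an unadjusted p below 0.001, limma gave 4620 higher and 4777 lower, and the plain t-test of the paper's methods gave 3894 and 3808. Random regroupings of the same arrays gave at most 1 call.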

Comparison of the acute to the syngeneic group revealed 2668 genes were up- and 3236 genes were down-regulated. In contrast, comparing the control to syngeneic groups for the impact of the transplant surgery revealed 564 genes were down-regulated and 1291 were up-regulated. 

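Prlr, Dgkg and Klk1 were among the genes chosen for the largest fall from isograft to rejecting graft. The prolactin receptor Prlr was 610 ± 85.8 in controls, 642 ± 132 after syngeneic and 121 ± 29.3 after allogeneic transplantation (5.32-fold lower in aTX than sTX, adjusted p = 2.51e-10). The diacylglycerol kinase Dgkg was 407 ± 97.7, 312 ± 55.7 and 60.4 ± 19.7 (5.33-fold lower, adjusted p = 1.09e-08). Tissue kallikrein Klk1, which releases vasodilator kinins, was 2183 ± 262, 1368 ± 302 and 292 ± 126 (5.18-fold lower, adjusted p = 9.99e-07). Klk1 was 1.61-fold lower in sTX against ctr without passing (adjusted p = 0.10), and Prlr (adjusted p = 0.853) and Dgkg (adjusted p = 0.259) did not pass either.
Over all probe sets 4327 were higher and 6857 lower in aTX than sTX. In the second wash run alone, with aTX 1 and 5 against the 5 syngeneic kidneys, 3590 were higher and 5120 lower. At an unadjusted p below 0.001 limma gave 3155 higher and 4422 lower in aTX than sTX, and the plain t-test 2838 and 3447. Centring each array on its median makes the sides even, with 5427 higher and 5242 lower.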

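Markers of tubular injury rose in isografts. Havcr1 (kidney injury molecule-1) rose from 13.8 ± 12.4 to 1024 ± 577 after syngeneic transplantation (95.6-fold, adjusted p = 1.4e-07). The injury marker Lcn2 rose from 73.4 ± 37.4 to 582 ± 274 (7.70-fold, adjusted p = 5.69e-06) and the chaperone clusterin (Clu) from 544 ± 40.5 to 4245 ± 668 (7.74-fold, adjusted p = 1.74e-10). Gpnmb, a gene of phagocytic cells, rose 6.58-fold to 355 ± 95.2 (adjusted p = 1.3e-07). Slc25a25, a mitochondrial ATP-Mg carrier, fell from 710 ± 202 to 44.5 ± 8.16 (15.5-fold lower, adjusted p = 8.36e-11). These 5 genes keep their call with the wash run as a block, with adjusted p = 0.00303, 0.0147, 1.12e-05, 0.000966 and 3.7e-06. Of 23 genes of tubular injury and repair 17 rose and 3 fell in sTX against ctr (18 and 3 adjusted over the list alone), with a median log2 change of 0.92, adjusted p = 2.44e-09 and adjusted p = 0.0518 with an estimated correlation. Under the wash run block 13 rose.
Over all probe sets 3539 rose and 1961 fell in sTX against ctr, and 2934 and 1624 without sTX 1 and ctr 3. At an unadjusted p below 0.001 limma gave 2131 and 1111, and the plain t-test 1329 and 716. A wash run block leaves 713 higher and 255 lower, because no run holds both groups. The median log2 change of all probe sets was 0.088 in sTX against ctr, −0.177 in aTX against sTX and −0.075 in aTX against ctr. Median centring takes these to −0.106, −0.057 and −0.149, and quantile scaling to −0.012, −0.061 and −0.073. Median-centred signals gave 1812 higher and 4724 lower in sTX against ctr, so the balance of rises and falls depends on the scaling.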

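Most genes changed by transplantation itself changed the same way during rejection. Of the probe sets called in sTX against ctr, 78.5% were called in the same direction in aTX against ctr, 2643 higher in both and 1672 lower in both. Independent changes would give 715 and 435, and 190 went opposite ways. A wash run block gave 634 higher and 229 lower in both, and median centring 1395 and 3581. Both comparisons share the control arrays, which by itself makes lists overlap. With the controls split between the comparisons the overlap averaged 1745 higher and 1064 lower. Simulated arrays with no group difference gave 0, which says little because few calls are made without a group difference. The log2 changes of the comparisons correlated at 0.578, against 0.499 in those simulations and 0.347 with split controls. In the Venn partition 2188 probe sets were called only in aTX against ctr, 423 only in sTX against ctr and 1219 only in aTX against sTX. All 3 comparisons shared 2928.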

The Venn diagram in Figure 2B shows the overlap between the lists of significantly altered genes as a function of the three experimental groups. For further analysis we used the gene lists from syngeneic transplants compared to controls and from allogeneic transplants compared to controls. Specifically, we decided not to report on our comparison of the allogeneic transplants to the syngeneic transplants because the results of the functional and pathway analysis were nearly identical with the results obtained using the comparison of allogeneic transplants with controls. 

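Many probe sets changed the same way whether allogeneic grafts were set against native kidneys or against isografts. Of those called in aTX against ctr, 70.3% were called the same way in aTX against sTX, 9247 probe sets in all, and 146 were called opposite ways. Log2 fold changes of the aTX group against the ctr and sTX groups had a Pearson correlation of 0.796 across probe sets. Both comparisons share the aTX arrays, and simulated arrays with no group difference gave a correlation of 0.50 and 0 calls. With the aTX arrays split between the comparisons, the correlation averaged 0.599, and 7204 probe sets were called the same way and 98 opposite ways.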

There were marginal differences in the number of genes related to a distinct function or pathway. However, the complete output files with all regulated genes are provided as additional file 1.

**Figure 2:**
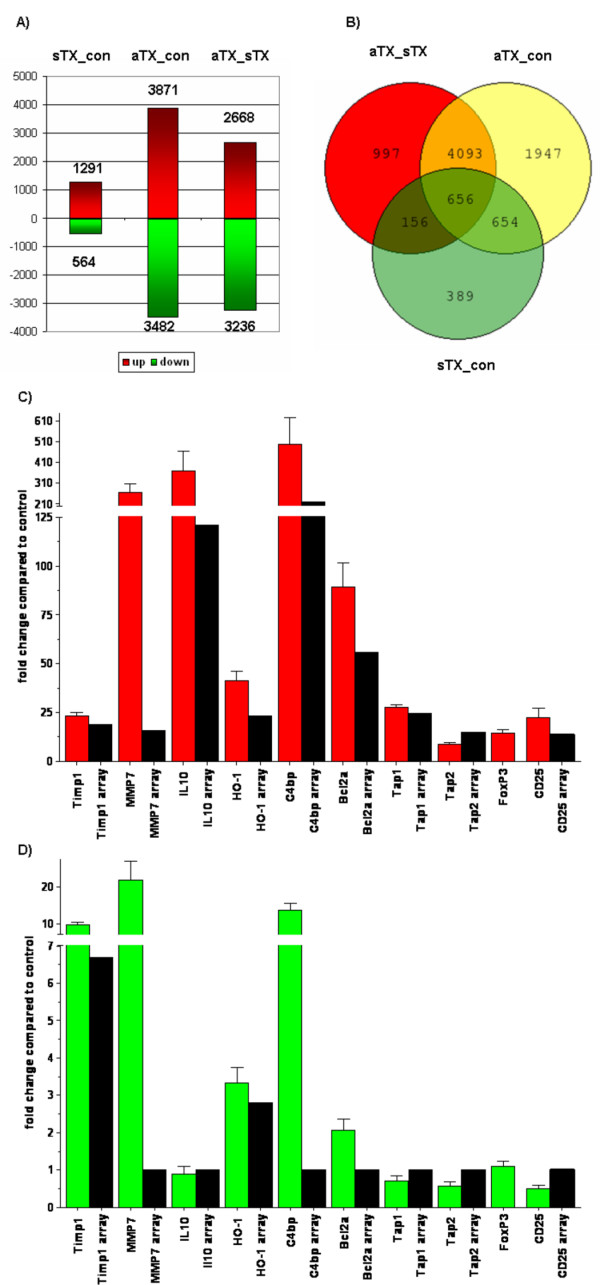
**Differently expressed genes between the control, syngeneic and allogeneic group**. Class comparisons were performed using BRB array tools to identify genes with significant changes in expression levels between the syngeneic group (sTX_con) or the allogeneic group (aTX_con) compared to the control group and between allogeneic and syngeneic group (aTX_sTX; Fig. 2A). Genes with a p-value < 0.001 were classified as significant regulated. The complete lists with the significant regulated genes are provided with this manuscript (see additional file 1). The Venn diagram in Fig. 2B shows the number of overlapping genes. The changes in expression compared to control for selected genes were analyzed by real time PCR using specific primer pairs or TaqMan gene expression assays. Relative changes were evaluated using the 2^-ΔΔ^Ct method. The changes in gene expression after allogeneic transplantation are shown in Fig. 2C and the results for the syngeneic transplantation group in Fig. 2D. The black columns show the corresponding expression levels on the arrays (ratio of mean signal intensities). MMP7. IL10, C4bpa, Tap1 and Tap2 were not differently expressed after syngeneic transplantation on the array. There was no corresponding probe set for FoxP3 on the array.

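After syngeneic transplantation the anti-inflammatory cytokine Il10 stayed at background, at 0.64 ± 0.351 in controls and 2.22 ± 2.26 in isografts (adjusted p = 0.0935). C4bpa, a chain of the C4b-binding protein that restrains complement, was 0.52 ± 0.286 and 5.68 ± 5.77 (5.85-fold, adjusted p = 0.0275). Both lie far below the median signal of a control array, 25.7 ± 0.974. The peptide transporters of the MHC class I pathway rose slightly, Tap1 from 49.4 ± 11 to 98.8 ± 54.4 (1.85-fold, adjusted p = 0.00641) and Tap2 from 46.3 ± 12.4 to 75.1 ± 13.2 (1.64-fold, adjusted p = 0.00128). The plain t-test gives unadjusted p = 0.0243 and 0.00585, above the 0.001 of the paper's methods. When the wash run is a block, adjusted p is 0.317 for Tap1, 0.197 for Tap2 and 0.291 for C4bpa.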

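The 8 genes given here, which the paper names, rose during rejection from low levels in native kidneys. Heme oxygenase-1 (Hmox1), which degrades heme to carbon monoxide and biliverdin, rose from 33.7 ± 3.9 to 775 ± 159 (22.8-fold, adjusted p = 3.69e-14). Bcl2a1, an anti-apoptotic Bcl-2 relative, rose from 23.1 ± 14.3 to 1110 ± 51.5 (55.3-fold, adjusted p = 4.61e-12). C4bpa reached 161 ± 70.2 (317-fold, adjusted p = 2.24e-08) and Il10 90.6 ± 15.8 (157-fold, adjusted p = 1.86e-09). Timp1, an inhibitor of matrix proteases, rose from 50.1 ± 13.5 to 902 ± 25 (18.5-fold, adjusted p = 1.93e-13), while the matrix protease Mmp7 reached 14.4 ± 5.61 (15.8-fold, adjusted p = 1.31e-05). The folds of C4bpa, Il10 and Mmp7 start from signals near zero and are uncertain in size. Tap1 reached 1164 ± 78.7 (24.0-fold, adjusted p = 1.19e-12) and Tap2 661 ± 60.9 (14.6-fold, adjusted p = 4.63e-14). Under a wash run block all 8 genes keep their call, the weakest being Mmp7 with adjusted p = 0.000103. Mt1 and Cryab, also protective, were 2.12-fold and 2.04-fold lower in allografts (adjusted p = 0.00505 and 4.96e-06; 0.074 and 0.000105 with the wash run as a block).

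**Figure D2:**
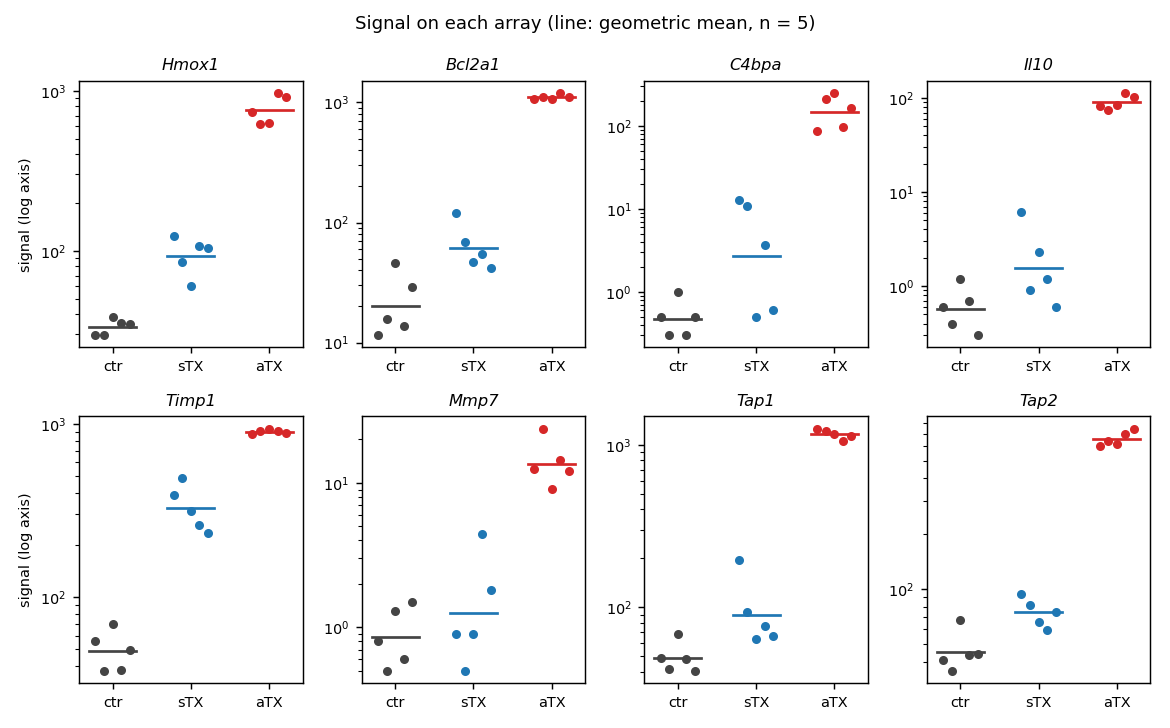
Signals of Hmox1, Bcl2a1, C4bpa, Il10, Timp1, Mmp7, Tap1 and Tap2 in every kidney by group, on a logarithmic axis; lines are geometric means.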

Genes with protective or regulatory properties up-regulated after allogeneic transplantation like HO-1 (22 fold), Bcl2a1 (59 fold), C4bpa (219 fold), IL10 (120 fold) or members of a gene family that were highly induced like TIMP1 (18 fold), MMP7 (15 fold), TAP1/2 (24/14 fold) were analyzed by real time PCR (Fig. 2C and 2D). FoxP3 and CD25 are expressed by regulatory T-cells [18]. The results for expression of genes that were not significantly regulated after syngeneic transplantation according to the array were set to 1. The PCR results confirmed the up-regulated genes after allogeneic transplantation identified by the expression arrays. The changes in expression varied between 10-fold for Tap2 up to ~500-fold for C4bp. It is important to note that there is no corresponding probe set on the Rat 230 2.0 microarray for FoxP3. Therefore the FoxP3 was also chosen for Real-Time PCR analysis. Interestingly the expression of FoxP3 was highly induced after allogeneic transplantation (~14 fold).

The genes analyzed by real time PCR were not identified to be differently expressed after syngeneic transplantation compared to control. However, the real time PCR results showed up-regulated expression of MMP7 (~21-fold) and C4bp (~13-fold) after syngeneic transplantation.

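Not every protective gene was silent in isografts. Timp1 rose to 336 ± 102 after syngeneic transplantation (6.67-fold, adjusted p = 2.17e-09) and Hmox1 to 96.1 ± 24.5 (2.79-fold, adjusted p = 2.47e-06). Bcl2a1 rose to 66.4 ± 31.4 (3.07-fold, adjusted p = 0.000727), but with the wash run as a block its adjusted p is 0.116, against 4.34e-05 for Timp1 and 0.0177 for Hmox1. Mmp7 was 0.94 ± 0.439 in controls and 1.70 ± 1.58 in isografts (adjusted p = 0.608). By the plain t-test of the paper's methods the unadjusted p is 5.14e-06 for Timp1, 6.76e-05 for Hmox1 and 0.00759 for Bcl2a1. Rejection still went beyond the isograft, with Hmox1 8.17-fold (adjusted p = 1.99e-11) and Timp1 2.77-fold (adjusted p = 9.74e-07) higher in aTX than sTX.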

### Genes involved in immune response

A selection of transcripts determined to be up-regulated as a function of acute rejection is shown in Table 1. 

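Genes of killer cells rose in the rejecting kidney. Cd8a, the co-receptor of cytotoxic T cells, rose on all 3 of its probe sets, from 9.10 ± 6.6 to 363 ± 82 (50.8-fold, adjusted p = 1.18e-09), from 3.14 ± 3.73 to 455 ± 67.9 (229-fold, adjusted p = 4.16e-09) and 10.1-fold on the weakest (adjusted p = 9.74e-05). Its partner Cd8b reached 124 ± 36.1 (29.0-fold, adjusted p = 7.37e-07). The effector proteases granzyme A (Gzma, 564 ± 219, 64.5-fold, adjusted p = 4.2e-11) and granzyme B (Gzmb, 1573 ± 274, 102-fold, adjusted p = 1.17e-11) rose with perforin (Prf1, 16.5 ± 3.51 to 410 ± 113, 24.6-fold, adjusted p = 7.27e-14). None of these genes passed in sTX against ctr, where Gzmb was 33.9 ± 26.2 (adjusted p = 0.119), and all were higher in aTX than sTX, Gzmb 55.5-fold (adjusted p = 2.24e-10).
Of 20 measured genes of cytotoxic lymphocytes 17 rose and 0 fell, also when adjusted over the list alone. The median log2 change was 3.98, adjusted p = 2.91e-08 and adjusted p = 0.0388 with an estimated correlation. Blocking on the wash run gives 17 genes higher and a median of 4.17.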

The recruitment of cells related to the immune response is indicated by up-regulation of CD8 (229-fold), the marker for cytotoxic T-cells and by the up-regulation of granzyme-A (67-fold), granzyme-B (103-fold) and perforin (25-fold), cytotoxic effector molecules released by CD8+ T-cells. Evidence for the involvement and activation of macrophages is the elevated expression of CD163, the marker for macrophages [19] and ficolin B, which is expressed by activated macrophages [20].

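Scavenger and opsonin genes known from macrophages rose in the rejecting graft. The haemoglobin scavenger receptor Cd163 rose from 2.38 ± 1.22 to 77.9 ± 21.7 (35.2-fold, adjusted p = 3.09e-08), and the lectin ficolin B (Fcnb) from 9.52 ± 12 to 674 ± 118 (142-fold, adjusted p = 3.81e-08). The integrin Itgam of myeloid cells rose to 145 ± 15.9 (66.6-fold, adjusted p = 1.62e-08). Control signals of Cd163 and Itgam lie near background, so their folds are uncertain in size. After syngeneic transplantation Cd163 was 5.08 ± 4.53 (adjusted p = 0.278) and Fcnb 24.5 ± 18.8 (adjusted p = 0.0588), while Itgam rose to 12.5 ± 10.2 (adjusted p = 0.0138; 0.287 with the wash run as a block). All 3 were higher in aTX than sTX (adjusted p = 6.73e-07, 4.81e-06 and 7.07e-06).
All 20 measured genes of monocytes and macrophages rose, over all genes and adjusted over the list alone, with a median log2 change of 3.72. Camera gives adjusted p = 2.06e-14, and adjusted p = 0.0494 with an estimated correlation. Blocking on the wash run keeps all 20, with a median of 3.76. Of the 20, 18 also rose in sTX against ctr (19 adjusted over the list alone), with a median of 1.03, adjusted p = 4.39e-12 and adjusted p = 0.152 with an estimated correlation. The wash run block leaves 12 higher there, with a median of 1.11.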

**Table 1:** Selection of significant up-regulated expression of cytokines, cytokine receptors, chemokines, chemokine receptors, regulatory or protective genes after allogeneic transplantation compared to control group.

**Fold change**	**Probe set**	**Description**	**Gene symbol**
**Cytokines**			

121.2	1387711_at	interleukin 10	Il10
84.1	1370790_at	interferon gamma	Ifng
41.6	1391384_at	tumor necrosis factor (TNF superfamily, member 2)	Tnf
15.4	1398256_at	interleukin 1 beta	Il1b
13.1	1368592_at	interleukin 1 alpha	Il1a
8.6	1369665_a_at	interleukin 18	Il18
8.4	1368763_at	interleukin 3	Il3
7.4	1369191_at	interleukin 6	Il6
6.1	1369208_at	interleukin 7	Il7

**Cytokine receptors**			

17	1389092_at	interleukin 2 receptor, gamma	Il2rg
13.6	1387591_at	interleukin 2 receptor, alpha chain	Il2ra
11.8	1369697_at	interleukin 8 receptor, beta	Il8rb
10.1	1387394_at	interleukin 2 receptor, beta chain	Il2rb
3.5	1370728_at	interleukin 13 receptor, alpha 1	Il13ra1
3	1386987_at	interleukin 6 receptor	Il6r

**Chemokines**			

139.7	1382454_at	chemokine (C-X-C motif) ligand 9	Cxcl9
122.8	1387831_at	small inducible cytokine subfamily C, member 1 (lymphotactin)	Xcl1
39.3	1387969_at	chemokine (C-X-C motif) ligand 10	Cxcl10
25.7	1391925_at	chemokine (C-C motif) ligand 19 (predicted)	Ccl19_predicted
21.5	1369815_at	chemokine (C-C motif) ligand 3	Ccl3
17.5	1367973_at	chemokine (C-C motif) ligand 2	Ccl2
16.5	1379365_at	chemokine (C-X-C motif) ligand 11	Cxcl11
15.2	1370832_at	small inducible cytokine A4	Ccl4
6.7	1387316_at	chemokine (C-X-C motif) ligand 1	Cxcl1
5.8	1369983_at	chemokine (C-C motif) ligand 5	Ccl5

**Chemokine receptors**			

55.9	1369290_at	chemokine (C-C) receptor 5	Ccr5
53.5	1370083_at	macrophage inflammatory protein-1 alpha receptor gene	Ccr1
45.9	1393929_at	chemokine (C-C motif) receptor 6 (predicted)	Ccr6_predicted
41.1	1387742_at	chemokine (C-C motif) receptor 2	Ccr2
11.2	1368192_at	chemokine (C-X-C motif) receptor 3	Cxcr3

**Regulatory or protective genes**			

219.364	1369764_at	complement component 4 binding protein, alpha	C4bpa
121.25	1387711_at	interleukin 10	Il10
55.975	1368482_at	B-cell leukemia/lymphoma 2 related protein A1	Bcl2a1
39.519	1371252_at	suppressor of cytokine signaling 1	Socs1
39	1387835_at	interleukin 1 receptor antagonist	Il1rn
36.72	1387608_at	indoleamine 2,3-dioxygenase	Indo
28.885	1382622_at	cystatin F (leukocystatin) (predicted)	Cst7_predicted
23.06	1370080_at	heme oxygenase (decycling) 1	Hmox1
17.922	1370113_at	inhibitor of apoptosis protein 1	Birc3
16.732	1368695_at	complement component 4 binding protein, beta	C4bpb
8.305	1387638_a_at	cytotoxic T-lymphocyte-associated protein 4	Ctla4

**Immune cells related genes**			

229.344	1385414_at	CD8 antigen, alpha chain	Cd8a
144.253	1387378_at	ficolin B	Fcnb
103.106	1370628_at	granzyme B	Gzmb
67.326	1379293_at	granzyme A	Gzma
35.114	1393917_at	CD163 antigen (predicted)	Cd163_predicted
30.581	1387472_at	CD3 antigen delta polypeptide	Cd3d
28.319	1387739_at	CD8 antigen, beta chain	Cd8b
25	1370096_at	perforin 1 (pore forming protein)	Prf1
18.368	1370483_at	CD244 natural killer cell receptor 2B4	Cd244

T-cells and macrophages release factors like cytokines for differentiation and proliferation and chemokines for recruitment of other immunologically active cells. Thus, the expression pattern of cytokines and chemokines like Cxcl9, Xcl1, Cxcl10 or Ccl3 shown in Table 1 is consistent with their well established importance in the signaling mechanisms activated after allogeneic transplantation (for review see [21]).

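Chemokines that draw activated T cells rose strongly in the rejecting kidney. Cxcl9 rose on its 2 probe sets from 49.1 ± 72.9 to 3550 ± 543 (138-fold, adjusted p = 7.24e-09) and from 59.0 ± 76.3 to 3298 ± 444 (90.9-fold, adjusted p = 3.22e-09). Control 3 was high for it, and without that array the log2 changes are 7.812 and 7.116 instead of 7.11 and 6.51. Cxcl10 rose from 118 ± 100 to 3737 ± 480 (38.9-fold, adjusted p = 2.16e-09). Lymphotactin (Xcl1), secreted by activated killer cells, rose from 5.74 ± 3.74 to 593 ± 63.8 (121-fold, adjusted p = 2.13e-09), and Ccl3 to 130 ± 19.5 (21.2-fold, adjusted p = 2.48e-07). Interferon gamma (Ifng) reached 300 ± 57.5 (82.1-fold, adjusted p = 1.14e-10) and tumour necrosis factor (Tnf) 112 ± 21.6 (41.2-fold, adjusted p = 1.55e-09). All 6 genes keep their call within the wash run of the controls.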

### Functional annotation using gene ontology terms

To identify activated or suppressed functions, the lists of significantly up- or down-regulated genes after syngeneic transplantation and allogeneic transplantation were analyzed to identify over-represented GO-terms. The third GO-level gives the best compromise between specificity and list coverage [22]. After syngeneic transplantation, 18 GO-terms were enriched in the up-regulated and 1 in the down-regulated group of genes on GO-level 3. We also analyzed over-represented GO-terms without filtering on the third level. Table 2 shows the ten most significant over-represented genes related to biological process (BP), cellular component (CC) and molecular function (MF). Due to the limitation of space the complete lists are also provided with this manuscript (see additional file 2).

**Table 2:** Overrepresented GO categories compared to control within the syngeneic transplantation group. The top 10 significantly overrepresented GO categories on the third level (p < 0.05, Fisher's exact test, with Benjamini and Hochberg correction) related to biological process (BP), cellular component (CC) and molecular function (MF) in the set of genes down- or up-regulated after syngeneic transplantation (sTX) compared to control are shown in Table 2 The numbers indicate the quantity of genes corresponding with the GO-terms.

**sTX_down**			
**Category**	**Term**	**Count**	**p-value**

BP	organic acid metabolism	57	1,1E-10
BP	carboxylic acid metabolism	56	1,5E-10
BP	amino acid and derivative metabolism	41	7,1E-9
BP	amino acid metabolism	31	2,2E-6
BP	nitrogen compound metabolism	40	8,3E-6
BP	amine metabolism	38	9,7E-6
BP	sulfur amino acid metabolism	10	1,8E-5
BP	amino acid derivative metabolism	18	6,0E-5
BP	amino acid catabolism	13	1,1E-4
BP	nitrogen compound catabolism	15	1,2E-4
CC	mitochondrion	59	1,9E-7
CC	microbody	14	4,0E-4
CC	peroxisome	14	4,0E-4
MF	oxidoreductase activity	59	3,2E-9
MF	catalytic activity	195	1,5E-6
MF	lyase activity	20	1,7E-3

**sTX_up**			

BP	mitotic cell cycle	44	5,3E-7
BP	cell division	30	6,1E-7
BP	cell cycle	81	6,8E-7
BP	cell adhesion	70	2,5E-6
BP	mitosis	29	2,6E-6
BP	M phase of mitotic cell cycle	29	2,7E-6
BP	cell proliferation	83	1,1E-5
BP	M phase	33	3,9E-5
BP	regulation of cell cycle	54	7,9E-5
BP	regulation of progression through cell cycle	54	7,9E-5
CC	extracellular matrix	56	3,5E-16
CC	extracellular matrix (sensu Metazoa)	54	2,7E-15
CC	intracellular non-membrane-bound organelle	144	6,0E-13
CC	non-membrane-bound organelle	144	6,0E-13
CC	collagen	16	2,0E-7
CC	ribosome	36	2,4E-5
CC	cytoskeleton	76	4,1E-5
CC	spindle	17	4,1E-5
CC	microtubule cytoskeleton	40	4,2E-5
CC	chromosome	36	4,4E-5
MF	structural molecule activity	75	3,7E-8
MF	extracellular matrix structural constituent	23	9,6E-8
MF	structural constituent of ribosome	32	9,3E-5
MF	collagen binding	8	1,7E-2
MF	pattern binding	17	4,3E-2
MF	enzyme inhibitor activity	29	4,7E-2

Decreased expression of metabolism-related genes after syngeneic transplantation suggests the suppression of BP-related genes. 

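Genes that break down branched-chain amino acids and methionine were lower in isografts. Of 21 genes that degrade branched-chain amino acids 15 fell in sTX against ctr (17 adjusted over the list alone), among them Mccc1 from 779 ± 98 to 526 ± 74.6 (1.48-fold lower, adjusted p = 0.00087) and Acadsb from 157 ± 45.6 to 103 ± 10.1 (1.49-fold lower, adjusted p = 0.0157). The list median was −0.30 on the log2 scale (adjusted p = 4.53e-09; 0.0277 with an estimated correlation). Of 16 genes of methionine metabolism 12 fell, over all genes and adjusted over the list alone, with a median of −0.54 (adjusted p = 1.9e-09; 0.0277 with an estimated correlation). Fatty acid oxidation had 12 of 25 genes lower (16 adjusted over the list alone), with a median of −0.28, adjusted p = 4.23e-08 and adjusted p = 0.152 with an estimated correlation. Tryptophan metabolism had 9 of 17 lower (9 lower and 2 higher adjusted over the list alone), with a median of −0.31, adjusted p = 6.43e-05 and adjusted p = 0.234 with an estimated correlation. With the wash run as a block the medians were −0.24, −0.32, −0.17 and −0.19, and 0, 2, 0 and 1 genes fell.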

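Genes of cell division and matrix rose in isografts. The mitotic kinase Cdk1 rose from 32.1 ± 7.54 to 225 ± 61.1 (6.99-fold, adjusted p = 1.4e-09) and securin (Pttg1), which holds sister chromatids together until anaphase, from 36.8 ± 2.77 to 267 ± 83.7 (7.03-fold, adjusted p = 2.49e-10). The cytokinesis genes Ect2 (8.29-fold, adjusted p = 2.08e-08) and Prc1 (7.14-fold, adjusted p = 2.89e-10) rose with them. Collagen I (Col1a1) rose from 160 ± 34.5 to 988 ± 117 (6.22-fold, adjusted p = 3.7e-09) and the matrix glycoprotein tenascin C (Tnc) from 31.3 ± 2.8 to 118 ± 25.6 (3.68-fold, adjusted p = 8.27e-09).
Of 50 cell cycle genes 45 rose and 0 fell in sTX against ctr, also adjusted over the list alone, with a median log2 change of 2.00 (adjusted p = 4.62e-32; 0.0225 with an estimated correlation). Of 58 extracellular matrix genes 38 rose and 4 fell (42 and 6 adjusted over the list alone), with a median of 1.02 (adjusted p = 8.89e-15; 0.0319 with an estimated correlation). With the wash run as a block 37 and 26 of them rose, with medians of 1.95 and 0.93.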

Increased expression of genes related to "cell proliferation" and "cell cycle" within the BP category, "extra cellular matrix" and "collagen" within the CC category and "collagen binding" within the MF category reveal the activation of tissue injury recovery mechanisms related to the transplant surgery itself.

After allogeneic transplantation, 58 GO-terms were significantly enriched in the up-regulated and 29 in the down-regulated genes on GO-level 3. Without the application of any filter, 250 GO-terms were enriched in the up- and 119 in the down-regulated set of genes. Table 3 shows the ten most significant over-represented genes related to BP, CC and MF. As expected, the increased expression of genes related to the BP categories "immune response", "defense response" and the CC category "T-cell receptor complex" and the MF category called "cytokine binding" indicates the activation of the immune response. These GO-terms are consistent with infiltration of the graft by T-cells and describe signaling mechanisms involved in activation, differentiation and recruitment of immune cells. 

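T-cell genes rose in the rejecting graft. Cd3g, a signalling chain of the T-cell receptor, rose from 20.8 ± 6.58 to 477 ± 80.9 (23.5-fold, adjusted p = 3.5e-12) and the adhesion receptor Cd2 from 5.6 ± 4.01 to 113 ± 11.1 (23.4-fold, adjusted p = 3.48e-08). All 10 measured T-cell genes rose, over all genes and adjusted over the list alone, with a median log2 change of 4.25, adjusted p = 1.29e-06 and adjusted p = 0.0613 with an estimated correlation. Within the wash run of the controls the median was 4.29. Against isografts it was 3.64, with all 10 genes higher. In sTX against ctr 3 of the 10 rose, with a median of 0.62 (adjusted p = 0.194). Of 8 B-cell genes 2 rose in aTX against ctr (median 0.61, adjusted p = 0.171).

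**Figure D3:**
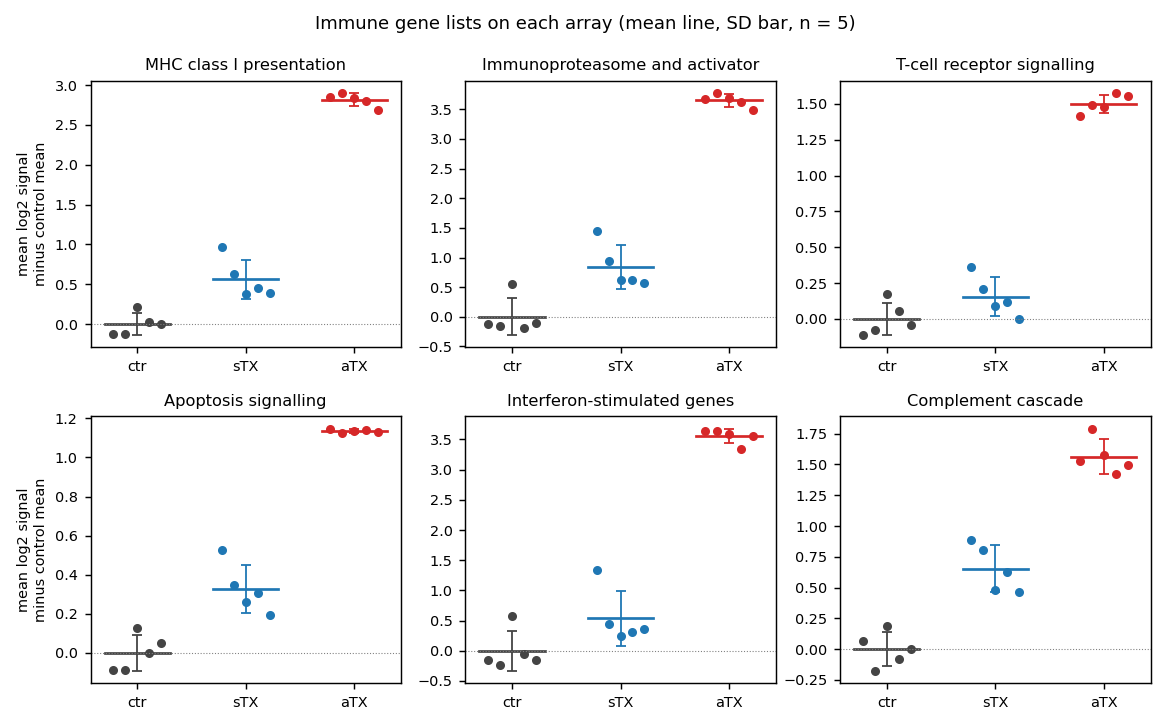
Log2 change of the genes of each immune gene list after syngeneic and allogeneic transplantation against controls.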

The BP 'cell death' group describes the downstream processes following T-cell activation. 

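Transport genes of every tubule segment tested were lower in rejecting than in native kidneys. Slco1a1, an organic anion transporter of the proximal tubule, fell from 964 ± 47.5 to 122 ± 49.8 (8.87-fold lower, adjusted p = 5.51e-08). Egf, made in the thick ascending limb and distal tubule, fell from 2418 ± 150 to 644 ± 191 (3.93-fold lower, adjusted p = 1.62e-08), and angiotensinogen (Agt) from 158 ± 30.1 to 41.8 ± 12 (3.90-fold lower, adjusted p = 1.3e-07). Isografts shared part of this, with Slco1a1 at 308 ± 122 and Agt at 61.3 ± 12.6 (adjusted p = 0.00051 and 8.43e-05 against controls; 0.462 and 0.211 with the wash run as a block) and Egf at 1892 ± 347 (adjusted p = 0.184). All 3 were lower in aTX than sTX (adjusted p = 0.00122, 0.0331 and 5.36e-07 for Slco1a1, Agt and Egf). Allogeneic kidney 1 lay lowest for all 3. Without it the log2 changes in aTX against sTX are −1.015, −0.362 and −1.369, and Agt is no longer called (adjusted p = 0.0944).
Of 45 proximal tubule transport genes 38 fell and 1 rose, also adjusted over the list alone, with a median log2 change of −1.09, adjusted p = 4.12e-12 and adjusted p = 0.0718 with an estimated correlation. Of 26 genes of the loop of Henle and distal tubule 20 fell and 1 rose (21 and 2 adjusted over the list alone), with a median of −0.72 (adjusted p = 3.51e-06; 0.0393 with an estimated correlation). Of 22 collecting duct genes 19 fell (20 adjusted over the list alone), with a median of −0.93, adjusted p = 8.05e-08 and adjusted p = 0.0815 with an estimated correlation. Of 16 genes of renal endocrine function 9 fell and 2 rose (10 and 2 adjusted over the list alone), with a median of −0.76, adjusted p = 0.0213 and adjusted p = 0.083 with an estimated correlation. Blocked on the wash run, the 4 medians were −1.08, −0.68, −0.91 and −0.70. Of the 45 proximal tubule genes 19 also fell in sTX against ctr (21 adjusted over the list alone), with a median of −0.28, adjusted p = 9.28e-09 and adjusted p = 0.238 with an estimated correlation. A wash run block leaves 0 lower there, with a median of −0.14.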

The decreased expression of genes related to the BP categories "metabolism", "transport", "excretion" and the MF category "primary active transporter activity" indicates the challenges posed to the graft to maintain renal function. A major part of renal function is mediated by several transporters and transport systems all primarily or secondarily coupled to energy consumption. The down-regulation of genes that are involved in metabolism or transport leads to a decreased tubular function of the kidney.

**Table 3:** Overrepresented GO categories compared to control within the allogeneic transplantation group. The top 10 significantly overrepresented GO categories on the third level (p < 0.05, Fisher's exact test, with Benjamini and Hochberg correction) related to biological process (BP), cellular component (CC) and molecular function (MF) in the set of genes down- or up-regulated after allogeneic transplantation (aTX) compared to control are shown in Table 3. The numbers indicate the quantity of genes corresponding with the GO-terms.

**aTX_down**			
**Category**	**Term**	**Count**	**p-value**

BP	nitrogen compound metabolism	119	8,1E-11
BP	catabolism	130	3,7E-6
BP	cellular metabolism	864	3,9E-4
BP	transport	408	5,1E-4
BP	establishment of localization	459	1,4E-3
BP	excretion	18	5,1E-3
CC	organelle inner membrane	110	1,7E-25
CC	mitochondrial envelope	116	1,1E-23
CC	organelle envelope	128	1,9E-15
CC	cytoplasm	695	5,8E-15
CC	organelle membrane	165	9,3E-15
CC	mitochondrial lumen	41	4,6E-7
CC	membrane fraction	171	8,8E-7
MF	electron carrier activity	45	7,6E-17
MF	oxidoreductase activity, acting on NADH or NADPH	37	1,8E-12
MF	primary active transporter activity	55	2,5E-8
MF	metal ion transporter activity	39	4,3E-7
MF	oxidoreductase activity, acting on the CH-CH group of donors	22	8,8E-6
MF	oxidoreductase activity, acting on CH-OH group of donors	38	1,1E-4
MF	coenzyme binding	21	2,0E-4

**aTX_up**			

BP	immune response	283	1,7E-44
BP	defense response	292	8,1E-43
BP	response to pest, pathogen or parasite	180	6,4E-26
BP	response to other organism	180	2,3E-24
BP	macromolecule metabolism	797	1,4E-23
BP	cell activation	78	2,7E-14
BP	cell death	198	1,9E-13
BP	response to wounding	141	1,8E-11
BP	primary metabolism	1079	8,0E-9
BP	cell cycle	171	2,2E-8
CC	ribonucleoprotein complex	138	1,7E-22
CC	intracellular non-membrane-bound organelle	318	3,9E-18
CC	nucleus	581	3,0E-12
CC	ribosome	81	1,2E-11
CC	cytosolic small ribosomal subunit (sensu Eukaryota)	23	2,2E-8
CC	T cell receptor complex	14	1,5E-6
CC	nuclear envelope	44	2,0E-5
CC	intracellular organelle	1000	2,3E-5
CC	spliceosome complex	25	9,6E-5
CC	proteasome complex (sensu Eukaryota)	25	1,5E-4
MF	RNA binding	178	3,5E-31
MF	cytokine binding	30	8,5E-4
MF	sugar binding	36	6,8E-3
MF	translation factor activity, nucleic acid binding	33	8,6E-3
MF	translation initiation factor activity	22	1,3E-2
MF	protease activator activity	10	4,3E-2

### Pathways affected after syngeneic and allogeneic transplantation

The functional annotation with DAVID identified pathways related to the Kyoto Encyclopedia of Genes and Genomes (KEGG) [23] that were affected after syngeneic or allogeneic transplantation. The pathways affected after syngeneic transplantation are listed in Table 4. The majority of down-regulated genes are related to metabolism pathways. Increased expression of genes involved in "cell cycle" and "extra cellular matrix (ECM)-receptor interaction" are suggestive of active recovery processes following the surgery.

**Table 4:** Pathways with up- or down-regulated genes after syngeneic transplantation or allogeneic transplantation. Pathway charts were obtained using DAVID functional annotation tools (p < 0.05, Fisher's exact test, p-value with Benjamini correction). Pathways with a significantly elevated number of genes down- or up-regulated after syngeneic transplantation (sTX) or allogeneic transplantation (aTX) compared to control are shown Table 4. The numbers indicate the genes affected within the pathways.

**sTX-down**		**sTX-up**	
**Pathway**	**Count**	**Pathway**	**Count**

tryptophan metabolism	13	ribosome	22
methionine metabolism	7	cell cycle	28
valine, leucine and isoleucine degradation	11	ribosome	13
lysine degradation	9	focal adhesion	31
fatty acid metabolism	11	ecm-receptor interaction	16
pyruvate metabolism	9	cell communication	16
beta-alanine metabolism	7		
propanoate metabolism	8		
butanoate metabolism	9		
selenoamino acid metabolism	6		
caprolactam degradation	5		
alkaloid biosynthesis II	5		
limonene and pinene degradation	5		
glycine, serine and threonine metabolism	7		

**aTX-down**		**aTX-up**	

**Pathway**	**Count**	**Pathway**	**Count**

oxidative phosphorylation	48	antigen processing and presentation	46
fatty acid metabolism	29	ribosome	43
valine, leucine and isoleucine degradation	25	cell cycle	50
glutathione metabolism	21	proteasome	22
citrate cycle (tca cycle)	13	t cell receptor signaling pathway	45
pyruvate metabolism	17	type I diabetes mellitus	28
butanoate metabolism	20	hematopoietic cell lineage	33
glycine, serine and threonine metabolism	17	cell adhesion molecules (cams)	50
metabolism of xenobiotics by cytochrome p450	23	cytokine-cytokine receptor interaction	48
tryptophan metabolism	21	toll-like receptor signaling pathway	26
propanoate metabolism	14		
reductive carboxylate cycle (CO2 fixation)	6		

Pathways with enrichment of down- or up-regulated genes after allogeneic transplantation are listed in Table 4. The majority of the pathways with down-regulated genes are also related to metabolism. In all cases the numbers of genes related to metabolism pathways were higher after allogeneic than syngeneic transplantation indicating a stronger suppression of these pathways in the context of acute rejection. But some pathways, however, were affected only after allogeneic transplantation, like 'oxidative phosphorylation', 'citrate cycle' or 'metabolism of xenobiotics by cytochrome p450' indicating an acute rejection mediated down-regulation of genes related to these pathways. 

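Catabolic genes were lower in the rejecting graft than in the isograft. Ehhadh, an enzyme of peroxisomal fatty acid oxidation, was 876 ± 62.5 in controls, 639 ± 121 in isografts and 291 ± 44.8 in allografts (2.19-fold lower in aTX than sTX, adjusted p = 2.98e-07). Inmt, which methylates tryptamine, went from 1024 ± 85.4 to 548 ± 133 and 133 ± 40.4 (4.21-fold lower, adjusted p = 3.5e-08). Acmsd, a branch-point enzyme of tryptophan breakdown, was 911 ± 234, 634 ± 109 and 224 ± 72.1 (2.94-fold lower, adjusted p = 9.03e-06).
In aTX against sTX 24 of 25 genes of fatty acid oxidation, 21 of 21 of branched-chain amino acid degradation, 15 of 17 of tryptophan and 12 of 16 of methionine metabolism were lower, also adjusted over each list alone. Their medians were −0.58, −0.59, −0.86 and −0.70 (adjusted p = 1.85e-08, 1.85e-08, 1.96e-05 and 8.73e-05). With an estimated correlation adjusted p was 0.0585, 0.0268, 0.0972 and 0.0662, so only branched-chain amino acid degradation passes.
In aTX against ctr 24 of 25 fatty acid oxidation genes fell, also adjusted over the list alone (median log2 change −0.92, adjusted p = 1.6e-10; 0.0477 with an estimated correlation). All 21 genes of branched-chain amino acid degradation fell, also adjusted over the list alone, with a median of −0.88 (adjusted p = 1.6e-10; 0.0388 with an estimated correlation). For tryptophan metabolism 14 of 17 fell and 1 rose, also adjusted over the list alone, with a median of −1.33, adjusted p = 4.55e-06 and adjusted p = 0.0804 with an estimated correlation. For methionine metabolism 13 of 16 fell, also adjusted over the list alone, with a median of −1.13 (adjusted p = 2.54e-07; 0.0388 with an estimated correlation). Blocked on the wash run, the medians were −0.87, −0.855, −1.18 and −1.01.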

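Genes of energy production and drug metabolism were lower in allografts than in isografts. Ndufa6, a subunit of respiratory complex I, was 1609 ± 94.1 in controls, 1354 ± 105 in isografts and 827 ± 92.8 in allografts (1.64-fold lower in aTX than sTX, adjusted p = 4.15e-07). The aconitase Aco1 was 1243 ± 43.7, 890 ± 127 and 421 ± 20.7 (2.10-fold lower, adjusted p = 1.97e-09). Cyp2c11, a male-specific cytochrome P450, was 1088 ± 185, 170 ± 112 and 69.1 ± 34.8 (2.29-fold lower, adjusted p = 0.0345). Most of its fall was already present in isografts (7.83-fold lower than controls, adjusted p = 5.32e-05), where Aco1 (adjusted p = 0.000193) and Ndufa6 (adjusted p = 0.0324) were lower too. None of these isograft changes is called with the wash run as a block (adjusted p = 0.276, 0.0907 and 0.0879).
In aTX against sTX 61 of 71 oxidative phosphorylation genes were lower and 2 higher (63 and 3 adjusted over the list alone), with a median log2 change of −0.37, adjusted p = 8e-10 and adjusted p = 0.165 with an estimated correlation. Of 21 citrate cycle genes 20 were lower (21 adjusted over the list alone), with a median of −0.43, adjusted p = 7.99e-07 and adjusted p = 0.0937 with an estimated correlation. Of 29 xenobiotic metabolism genes 22 were lower and 1 higher, also adjusted over the list alone, with a median of −0.90 (adjusted p = 6.62e-07; 0.0396 with an estimated correlation). Within the wash run of the isografts 55, 19 and 23 genes of these lists were lower. In aTX against ctr 58, 21 and 24 genes of these lists fell (61, 21 and 24 adjusted over the list alone), with medians of −0.40, −0.50 and −1.20. Camera gives adjusted p = 1.52e-10, 5.19e-08 and 8.05e-08 there. With an estimated correlation these are 0.148, 0.0718 and 0.0388, so oxidative phosphorylation and citrate cycle do not pass.
In sTX against ctr 4 of the 71, 4 of the 21 and 9 of the 29 genes fell (0, 5 and 10 adjusted over the list alone), with medians of −0.04, −0.12 and −0.20. Camera gives adjusted p = 0.00333, 0.000446 and 0.000569, and adjusted p = 0.577, 0.297 and 0.191 with an estimated correlation. With the wash run as a block the oxidative phosphorylation median turns to 0.04 (adjusted p = 0.906), and the others are −0.06 (adjusted p = 0.16) and −0.07 (adjusted p = 0.126). On median-centred signals 38, 16 and 17 genes fall in isografts, so the size of this change depends on the scaling.

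**Figure D4:**
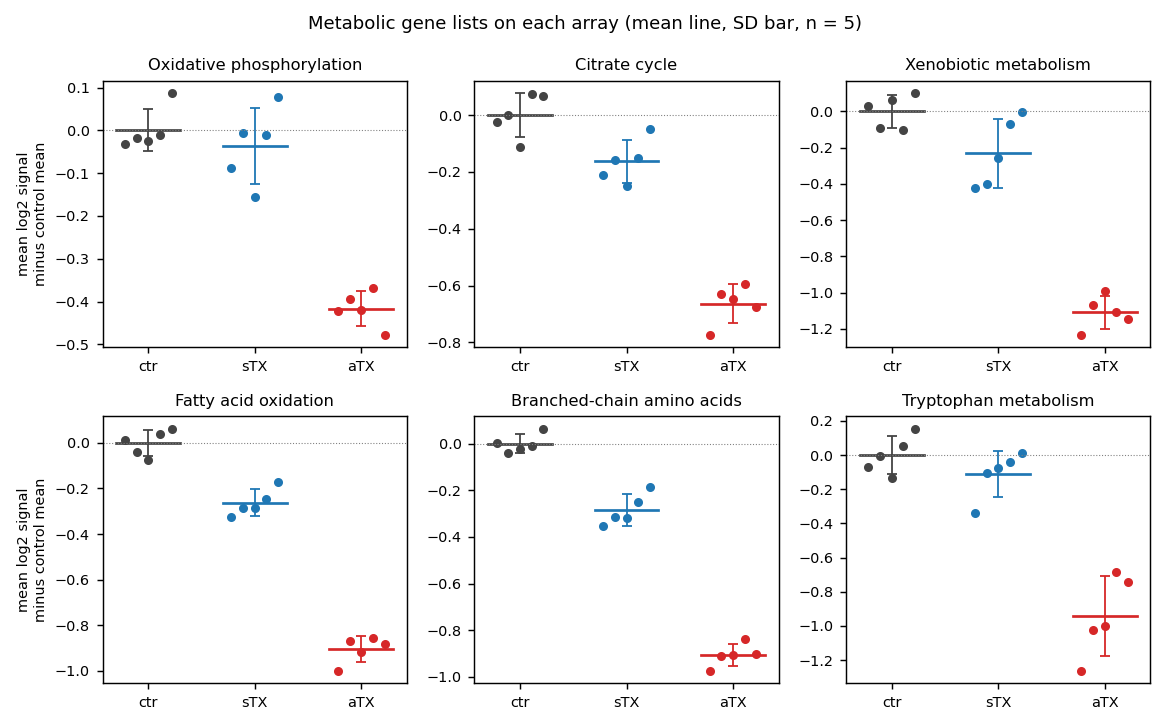
Log2 change of the genes of each metabolic gene list after syngeneic and allogeneic transplantation against controls.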

The majority of pathways with enrichment in up-regulated genes can be directly or indirectly linked to the immune response.

To illustrate the pathways activated by acute rejection related to the immune response, we used IPA to map networks of up- and down-regulated genes after allogeneic transplantation to functional pathways for antigen-presentation (Fig. 3), TCR-signaling (Fig. 4), apoptosis (Fig. 5), IFNγ (Fig. 6) and complement cascades (Fig. 7). 

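Both arms of antigen presentation rose in the rejecting kidney. Of 19 measured genes of MHC class I presentation 18 rose and 0 fell in aTX against ctr, also adjusted over the list alone, with a median log2 change of 3.17 (adjusted p = 2.06e-12; 0.0389 with an estimated correlation). The median was 2.62 in aTX against sTX, again with 18 genes higher (adjusted p = 2.95e-15). Of 11 genes of MHC class II presentation, used by professional antigen presenting cells, 10 rose and 0 fell, also adjusted over the list alone, with a median of 2.28, adjusted p = 2.91e-08 and adjusted p = 0.0718 with an estimated correlation. Blocked on the wash run, the class I median was 3.21. Probe sets of the rat MHC (RT1) genes can catch several paralogs, and donor and recipient strains carry different RT1 alleles, so values of single RT1 genes are uncertain.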

Within the antigen processing and presentation pathway nearly all genes were affected (Fig. 3). The immunoproteasome alters the activity of the proteasome by replacement of the β1, β2 and β5 subunits of the 20S core proteasome by LMP2, LMP7 and Psmb10 [24]. 

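The inducible proteasome subunits, which cut proteins into peptides that suit MHC class I, outgrew the constitutive ones. LMP7 (Psmb8) rose from 82.8 ± 45.3 to 2294 ± 87.5 (30.2-fold, adjusted p = 2.54e-12), LMP2 (Psmb9) from 150 ± 67.4 to 3497 ± 388 (24.6-fold, adjusted p = 3.34e-12) and Psmb10 from 85.6 ± 16 to 1677 ± 110 (19.8-fold, adjusted p = 2.81e-14). All 5 genes of the immunoproteasome and its activator rose, also adjusted over the list alone, with a median log2 change of 4.31, adjusted p = 1.38e-05 and adjusted p = 0.0718 with an estimated correlation. The constitutive proteasome moved much less, with 25 of 30 genes higher, also adjusted over the list alone, and a median of 0.44 (adjusted p = 2.91e-08; 0.0388 with an estimated correlation). In isografts Psmb10 rose to 203 ± 60.7 (2.32-fold, adjusted p = 1.13e-05; 0.0194 with the wash run as a block). All 5 genes of the immunoproteasome list rose there, with a median of 1.053 (adjusted p = 0.00246; 0.278 with an estimated correlation). By the plain t-test of the paper's methods Psmb10 was called in isografts (adjusted p = 0.0107), and Psmb8 (0.112) and Psmb9 (0.0827) were not. Syngeneic kidney 1 lay highest, with a list average of 1.449 on the log2 scale against 0.569 to 0.948 in the other isografts.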

The expression of these subunits was strongly induced by acute rejection. The antigens processed by the proteasome are transported by molecules associated with the antigen processing (TAP) complex [25]. Thus, we saw strong induction of TAP1 (24-fold) and TAP2 (15-fold; Fig. 2C).

**Figure 3:**
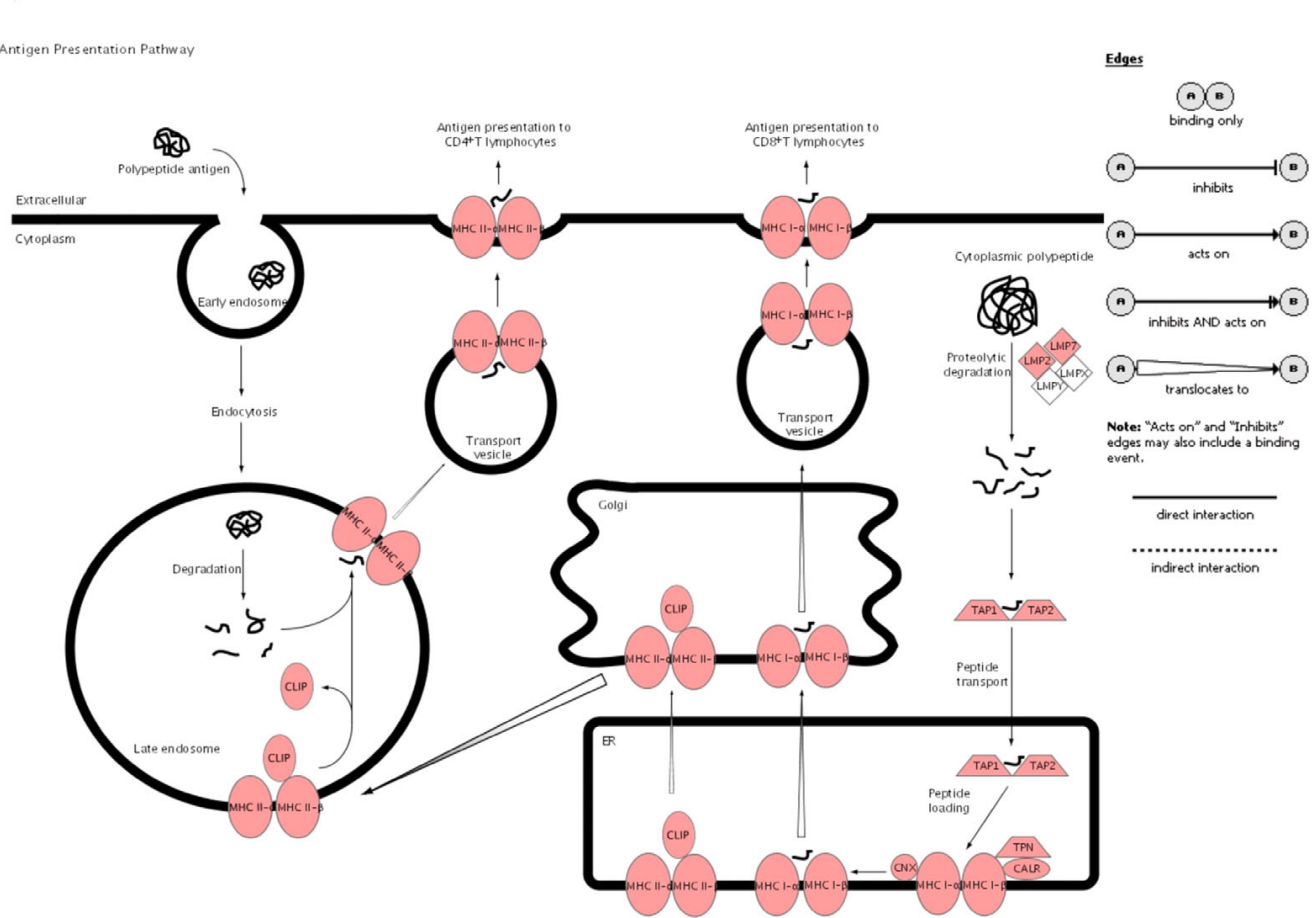
**Antigen presentation pathway**. Ingenuity Pathways Knowledge Base was used to display pathways containing multiple differently expressed genes. Significant up-regulation of genes compared to control was observed in the canonical antigen presentation pathway after allogeneic transplantation. Up-regulated genes are highlighted in red the down-regulated genes are highlighted in green. The legend in Fig 3 applies also to Figs. 4-7.

**Figure 4:**
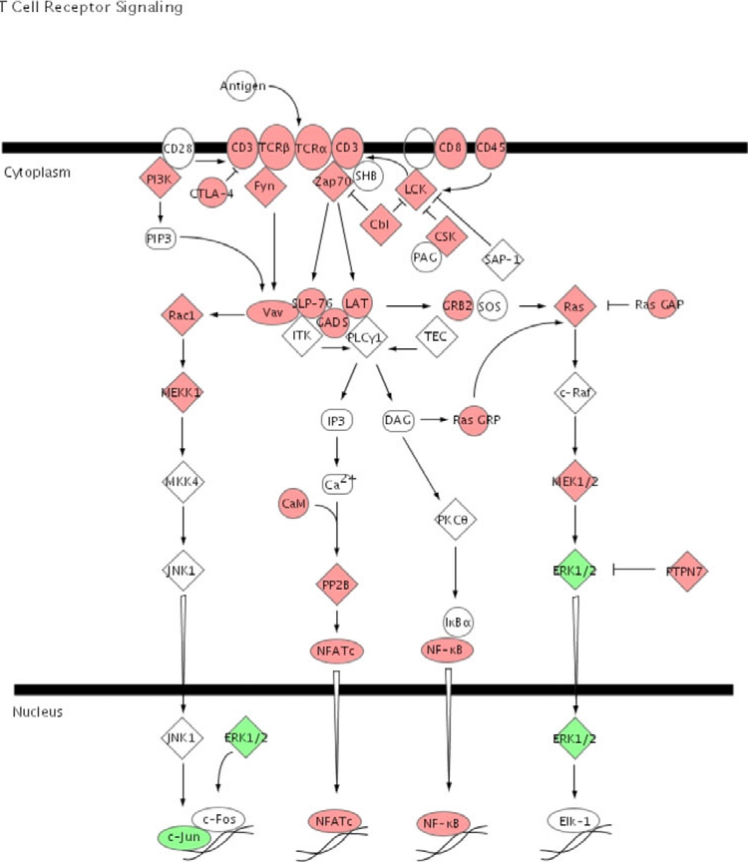
**TCR signaling pathway**. Ingenuity Pathways Knowledge Base was used to display pathways containing multiple differently expressed genes. Significant up-regulation of genes in the canonical TCR signaling pathway was observed after allogeneic transplantation. Up-regulated genes are highlighted in red the down-regulated genes are highlighted in green.

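Genes of T-cell receptor signalling rose in allografts. Of 54 measured genes of T-cell receptor signalling 36 rose and 8 fell in aTX against ctr (38 and 8 adjusted over the list alone). The median log2 change was 0.82, adjusted p = 8.05e-08 and adjusted p = 0.0388 with an estimated correlation. Within the wash run of the controls 35 rose and 7 fell, with a median of 0.76.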

**Figure 5:**
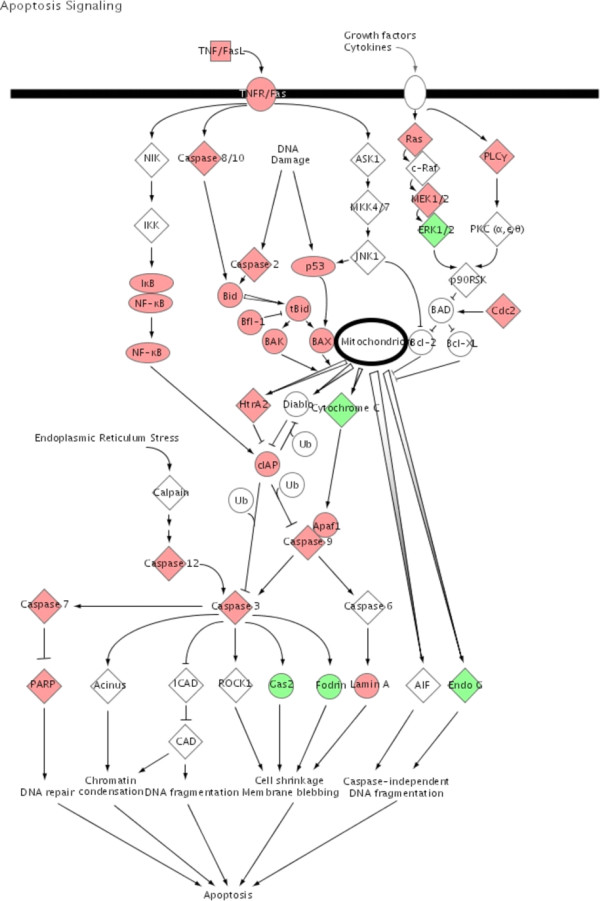
**Apoptosis signaling**. In the same way as described in figure 3 significant regulated genes after allogeneic transplantation was observed in the canonical apoptosis signaling Up-regulated genes are highlighted in red the down-regulated genes are highlighted in green.

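Fas, its ligand and a TNF receptor rose in allografts. The death receptor Fas rose on 2 of its 3 probe sets, on the brightest from 13.7 ± 4.24 to 133 ± 11.6 (10.1-fold, adjusted p = 7.6e-11), and not on the weakest (adjusted p = 0.258). Its ligand Faslg rose from 13.0 ± 4.07 to 58.9 ± 22 (4.49-fold, adjusted p = 8.05e-07). The TNF receptor Tnfrsf1b rose from 1.78 ± 0.907 to 89.1 ± 9.46 (56.1-fold, adjusted p = 1.49e-10). Its folds over controls start from a signal near background and are uncertain in size. After syngeneic transplantation Tnfrsf1b rose to 9.02 ± 3.99 (5.29-fold, adjusted p = 0.000166; 0.0694 with the wash run as a block), Fas rose 2.13-fold (adjusted p = 0.000983; 0.161 with the wash run as a block), and Faslg stayed at 13.9 ± 2.93 (adjusted p = 0.804). Of 44 apoptosis genes 26 rose and 7 fell in aTX against ctr (27 and 7 adjusted over the list alone), with a median log2 change of 0.46, adjusted p = 1.9e-05 and adjusted p = 0.066 with an estimated correlation. A wash run block gives 26 higher, 7 lower and a median of 0.50.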

**Figure 6:**
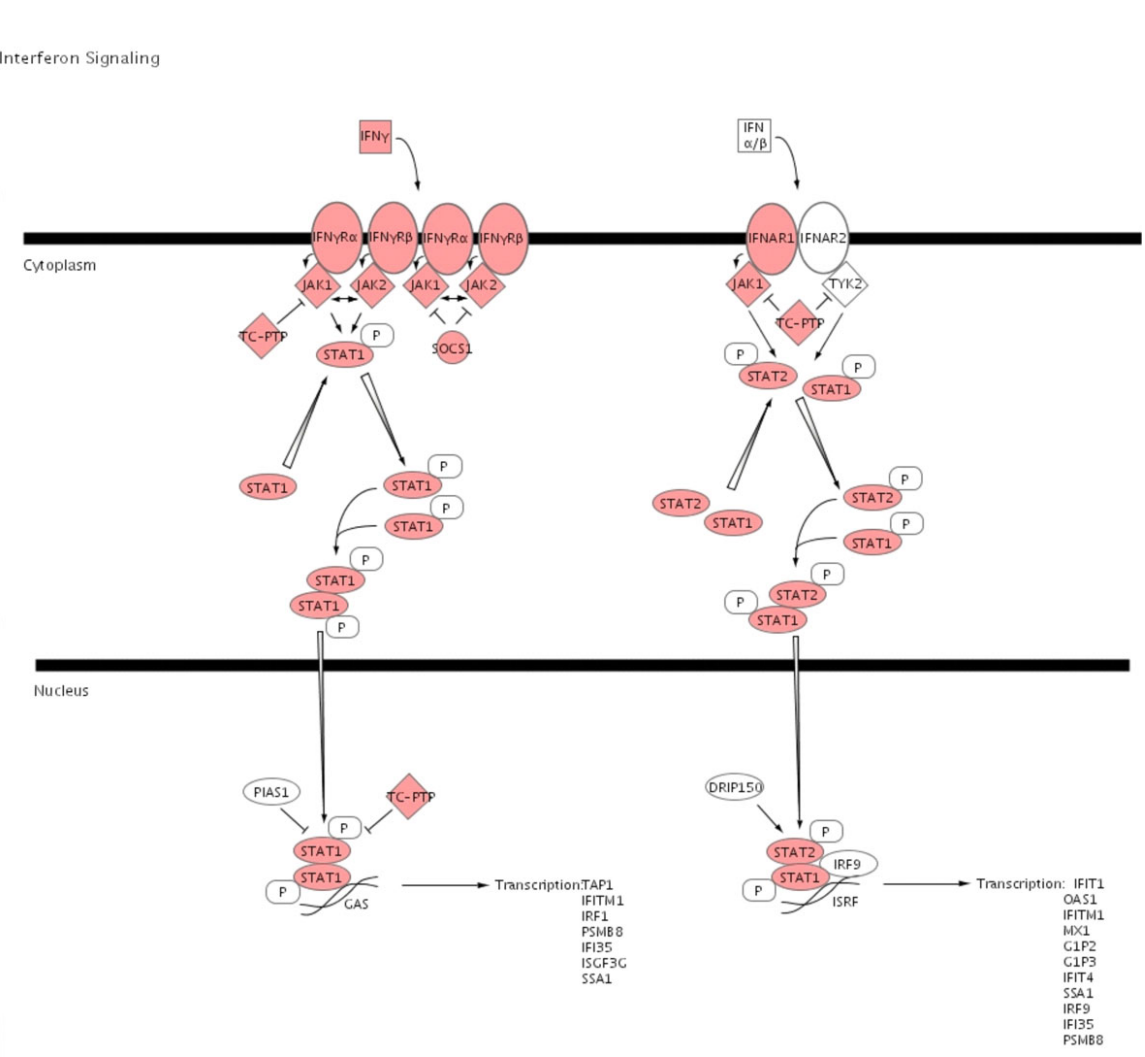
**Interferon signaling**. Significant up-regulation of genes was also observed in the canonical interferon signaling pathway. Up-regulated genes are highlighted in red.

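Interferon response genes rose strongly in the rejecting graft. Irgm, a GTPase of interferon-driven immunity, rose from 48.8 ± 27 to 2023 ± 154 (45.6-fold, adjusted p = 6.38e-12) and the guanylate-binding protein Gbp4 from 13.9 ± 5.06 to 580 ± 64.9 (43.6-fold, adjusted p = 8.97e-12). Of 33 interferon-stimulated genes 32 rose and 0 fell in aTX against ctr, also adjusted over the list alone, with a median log2 change of 3.36, adjusted p = 2.26e-18 and adjusted p = 0.066 with an estimated correlation. Against isografts 32 were higher, with a median of 3.44 (adjusted p = 1.48e-24; 0.0422 with an estimated correlation). Of 14 genes of interferon receptor signalling 12 rose (12 rose and 1 fell adjusted over the list alone), with a median of 1.38 (adjusted p = 7.33e-07; 0.0388 with an estimated correlation). Blocked on the wash run, the medians of both lists were 3.32 and 1.32.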

**Figure 7:**
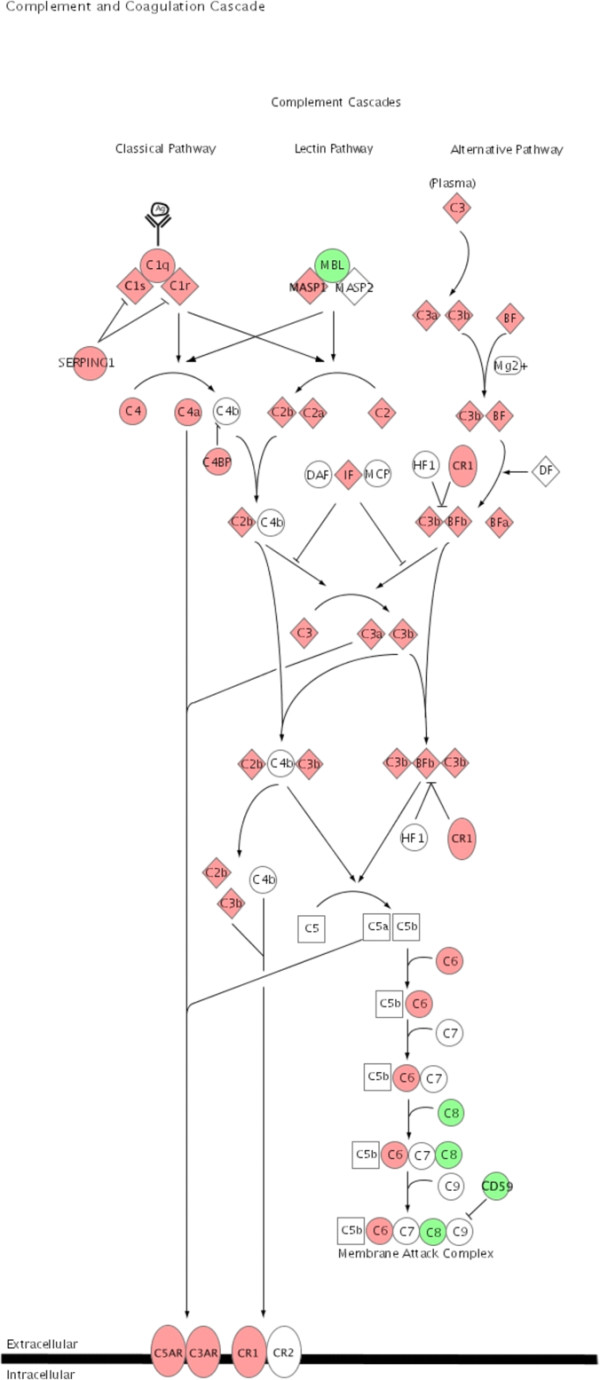
**Complement cascade**. Significant regulated genes after allogeneic transplantation were associated with the canonical complement cascade using the Ingenuity Pathways Knowledge Base to visualize genes differently expressed in the selected pathway. Up regulated genes are highlighted in red the down regulated genes are highlighted in green.

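Complement genes rose in the rejecting graft. C3, on which all complement pathways converge, rose from 82.4 ± 18 to 1594 ± 476 (18.9-fold, adjusted p = 7.27e-12), and C1qa, a chain of the classical pathway's recognition protein that macrophages secrete, from 169 ± 21.6 to 1895 ± 155 (11.2-fold, adjusted p = 1.88e-14). Of 29 complement genes 19 rose and 6 fell in aTX against ctr, also adjusted over the list alone. The median log2 change was 1.30, adjusted p = 0.000233 and adjusted p = 0.066 with an estimated correlation. Leaving out single arrays moved this median between 1.04 and 1.59, and a wash run block gives 1.22. In isografts C1qa rose to 435 ± 94.5 (2.54-fold, adjusted p = 1.56e-07; 0.000267 with the wash run as a block).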

The recognition of allogeneic MHC by the T-cell's cognate antigen receptor (TCR) will induce activation signals and transcriptional activity (Fig. 4). 

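NFATc1 (Nfatc1), a transcription factor switched on by calcium signals of the T-cell receptor, rose from 28.3 ± 6.37 to 64.8 ± 4.74 (2.33-fold, adjusted p = 1.74e-06). The NF-κB subunit gene Nfkb1 rose from 162 ± 26.5 to 418 ± 17 (2.60-fold, adjusted p = 8.54e-09). Neither passed in sTX against ctr (adjusted p = 0.436 and 0.0601), and both were higher in aTX than sTX (2.02-fold, adjusted p = 2.66e-05, and 2.06-fold, adjusted p = 7.96e-07). Transcript levels of these factors do not measure their activity in the nucleus.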

The gene expression changes indicate an induction of NFATc1 and NF-κB related pathways. Within these pathways, genes with counter regulatory properties like CTLA-4 or cbl were also up-regulated.

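Brakes on T-cell activation rose beside the activating genes. The inhibitory receptor Ctla4, which competes with CD28 for its ligands, rose from 6.94 ± 3.73 to 50.3 ± 16 (8.21-fold, adjusted p = 3.81e-05), and the ubiquitin ligase gene Cbl from 126 ± 23.5 to 263 ± 28 (2.10-fold, adjusted p = 1.67e-07). Galectin-9 (Lgals9), a ligand of an inhibitory receptor, rose from 78.5 ± 11.9 to 378 ± 55.7 (4.82-fold, adjusted p = 8.84e-12). In sTX against ctr Ctla4 (adjusted p = 0.836), Cbl (0.663) and Lgals9 (0.0592) did not pass, and in aTX against sTX all 3 were higher (adjusted p = 0.000123, 1e-06 and 2.36e-10). Of 6 co-inhibitory receptors and ligands 5 rose, also adjusted over the list alone, with a median log2 change of 1.81 (adjusted p = 0.00749; 0.0481 with an estimated correlation). Blocked on the wash run it was 1.86.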

Fig. 6 illustrates the signaling pathway for IFNγ. IFNγ acts as a pro-inflammatory cytokine with altered expression after allogeneic transplantation (Table 1). Nearly all the genes within this pathway showed altered expression in the setting of acute rejection. 

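Stat2, a partner in the transcription complex that answers interferons, rose from 93.5 ± 16.8 to 599 ± 51.7 after allogeneic transplantation (6.46-fold, adjusted p = 1.02e-12). In isografts it was 116 ± 24.5 (adjusted p = 0.107), and aTX exceeded sTX 5.23-fold (adjusted p = 1.5e-11). With the wash run as a block the rise in aTX against ctr was 2.61 on the log2 scale (adjusted p = 5.39e-11).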

The expression of signal transducer and activator of transcription (STAT) 1 and STAT 2, the downstream effectors of IFNγ signaling, was highly induced. But the increased expression of the suppressor of cytokine signaling (SOCS) 1 and of the protein tyrosine phosphatase non-receptor type 2 (TC-PtP), both negative regulators of IFNγ signaling, indicate the simultaneous activation of regulatory mechanisms to limit the IFNγ signaling.

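Socs1, Ptpn2 and Socs3, which inhibit cytokine signals, rose in the rejecting graft. Socs1, which blocks the kinases behind the interferon gamma receptor, was 8.98 ± 7.48 in controls, 9.04 ± 8.89 in isografts and 259 ± 24.3 in allografts (39.1-fold over controls, adjusted p = 1.63e-07). Its other probe set, near background, was 2.29-fold lower without a call (adjusted p = 0.0686). The phosphatase TC-PTP (Ptpn2) was 129 ± 6.26, 140 ± 15.3 and 304 ± 38.5 (2.35-fold, adjusted p = 6.35e-10). Both were higher in aTX than sTX (adjusted p = 2.53e-07 and 5.81e-09), and neither passed in sTX against ctr (adjusted p = 0.957 and 0.448). Socs3 rose from 19.7 ± 3.34 to 142 ± 14.5 (7.26-fold, adjusted p = 1.18e-09). Unlike Socs1 and Ptpn2 it also rose in sTX against ctr, with every isograft (24.6 to 65.7) above every control (14.2 to 22.7). The unadjusted limma p was 0.000391. The plain t-test of the paper's methods did not call this rise (adjusted p = 0.0803). This isograft change coincides with the wash run. The SOCS family as a list did not pass, with 2 of 7 genes higher and 1 lower, also adjusted over the list alone (adjusted p = 0.474). The paper takes the higher expression of Socs1 and Ptpn2 as a sign that mechanisms limiting interferon gamma signals were activated at the same time.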

### Potential novel markers for acute rejection

Several genes in the list of up-regulated genes after allogeneic transplantation might serve as novel markers for acute rejection (Table 5). 

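Several genes with little link to transplantation rose with the immune response. The Ets-family transcription factor Spic, known from red pulp macrophages, rose from 0.92 ± 0.383 to 97.6 ± 7.59 (113-fold, adjusted p = 4.82e-09). Prss3bl1, a trypsin-like protease gene, rose from 4.80 ± 4.57 to 316 ± 37.7 (92.4-fold, adjusted p = 4.41e-10). The prostaglandin E2 receptor Ptger2 rose from 1.02 ± 0.239 to 46.5 ± 9.78 (45.9-fold, adjusted p = 1.79e-09) and the chitinase-like gene Chi3l1 from 10.4 ± 4.23 to 378 ± 39.2 (38.8-fold, adjusted p = 1.74e-12). Bcat1, which opens the breakdown of branched-chain amino acids, rose to 465 ± 17 (29.8-fold, adjusted p = 1.25e-09) while the later steps fell. The folds of Spic and Ptger2 start from signals near background. Chi3l1, Bcat1, Prss3bl1 and Spic also rose in sTX against ctr, and Ptger2 did not pass. The plain t-test of the paper's methods called none of these rises. Its adjusted p was 0.078 for Chi3l1, 0.169 for Bcat1, 0.205 for Prss3bl1 and 0.185 for Spic. Single isografts ran from 13.3 to 34.6 for Chi3l1, 27.4 to 71.7 for Bcat1, 6.1 to 21.5 for Prss3bl1 and 0.8 to 8.8 for Spic. These isograft changes coincide with the wash run. All these genes were higher in aTX than sTX.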

One candidate is the ETS transcription factor, Spic (SPI-C; 113-fold). SPI-C is expressed during B-lymphocyte development and in activated macrophages [26]. SPI-C also interacts with STAT6 promoting IL4 dependent IgE expression [27]. 

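Il4, the main cytokine of type 2 helper cells, stayed at background in all groups, at 2.46 ± 1.41 in controls and 2.18 ± 1.05 in allografts (adjusted p = 0.898). Stat6, which carries its signal, rose from 38.6 ± 5.94 to 65.4 ± 4.74 (1.71-fold, adjusted p = 4.92e-05). The receptor chain Il13ra1 rose from 68.0 ± 23.2 to 226 ± 27.3 (3.46-fold, adjusted p = 5.29e-08). Of 11 genes of type 2 helper cells 3 rose and 1 fell in aTX against ctr, also adjusted over the list alone (adjusted p = 0.562).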

No elevated expression level of IL4 and only a marginal up-regulation of STAT6 after allogeneic transplantation were found so that the function of SPI-C remains unclear. Phospholipase-A2, group IID (98-fold) and phospholipase-A2, group IIA (75-fold) have been shown to be up-regulated in human broncho-epithelial and nasal epithelial cells after treatment with IFNγ [28]. 

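Secreted phospholipases that release fatty acids from membranes rose in allografts. Pla2g2d, expressed by regulatory T cells and dendritic cells, rose from 2.84 ± 2.8 to 199 ± 47.4 (101-fold, adjusted p = 9.72e-08) and Pla2g2a from 8.80 ± 7.66 to 405 ± 92 (73.5-fold, adjusted p = 1.88e-06). In isografts they were 6.32 ± 5.34 (adjusted p = 0.328) and 19.4 ± 15.7 (adjusted p = 0.391), and aTX exceeded sTX 47.3-fold (adjusted p = 1.88e-06) and 33.5-fold (adjusted p = 3.55e-05). Both folds of Pla2g2d start from signals near background and are uncertain in size.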

The authors postulated a possible involvement of both in cytokine-mediated inflammation.

**Table 5:** Potential novel transcriptional markers for acute rejection

**Fold change**	**Probe set**	**Description**	**Gene symbol**
113.071	1378047_at	Spi-C transcription factor (Spi-1/PU.1 related) (predicted)	Spic_predicted
98.594	1392308_at	phospholipase A2, group IID (predicted)	Pla2g2d_predicted
94.648	1392496_at	Trypsin V-A	LOC312273
75.765	1368128_at	phospholipase A2, group IIA (platelets, synovial fluid)	Pla2g2a
46.437	1369766_at	prostaglandin E receptor 2, subtype EP2	Ptger2
39.419	1392171_at	chitinase 3-like 1	Chi3l1
30.24	1370869_at	branched chain aminotransferase 1, cytosolic	Bcat1
26.936	1368413_at	amiloride binding protein 1	Abp1

## Discussion

The MHC antigens are the main barrier for an acceptance of the graft by the host organism and antigen presentation is essential for the activation of T-cells. T-cells are activated when the TCR recognizes allo-MHC class I molecules in the case of CD8+ and MHC class II molecules in the case of CD4+ T-cells [29]. Host T-cells can recognize MHC antigens by either indirect or direct presentation [30]. During indirect presentation, peptides derived from donor MHC class I or MHC class II molecules are processed and presented to CD4+ T-cells by host antigen presenting cells expressing the recipient's MHC class II molecules. The direct antigen presentation pathway is unique to transplantation. In this pathway the T-cell receptors directly recognize an intact MHC molecule expressed on donor cells. In this context, it is important that for our studies with acute rejection, nearly all the genes associated with the antigen processing and presentation pathways were affected (Fig. 3).

Our data also indicates that T-cell cytotoxicity is the main immunological pathway activated in response to acute rejection in allogeneic transplantation. 

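Genes of type 1 helper cells, which arm cytotoxic T cells, all rose in allografts. The 9 measured genes had a median log2 change of 4.03, with 9 higher over all genes and adjusted over the list alone (adjusted p = 4.44e-05; adjusted p = 0.0893 with an estimated correlation). A wash run block gives 8 higher and a median of 4.13. The 5 genes of Th17 cells split, with 2 higher and 1 lower, also adjusted over the list alone (adjusted p = 0.48). Lists of this kind share genes with macrophages and natural killer cells, so they do not assign the response to 1 cell type.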

The cytotoxic molecules are perforin/granzyme for CD8+ T-cells and the Fas/Fas-ligand system for CD4+ T-cells [31,32]. In this context, the absolute changes in expression of genes involved in antigen processing and presentation by MHC class I molecules indicates that this part of the antigen presentation is intensely up-regulated. That is also consistent with the up-regulation of the immunoproteasome and TAP1/2 transcripts (Fig. 3) likely to be driven by the up-regulation of interferon γ [33,34], which we have also documented. IFNγ can also induce the expression of the chemokines, CXCL9, CXCL10 and CXCL11 [35]. These data are consistent with other studies showing the changes in gene expression related to IFNγ or cytotoxic T lymphocytes in murine transplantation models [12,13].

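Cxcl11, which binds the chemokine receptor Cxcr3 of activated T cells, rose from 331 ± 243 to 4672 ± 905 after allogeneic transplantation (16.3-fold, adjusted p = 7.25e-08). In isografts it was 502 ± 440 (adjusted p = 0.508), and aTX exceeded sTX 11.8-fold (adjusted p = 7.07e-07). With the wash run as a block its adjusted p in aTX against ctr was 1.04e-06.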

The induction of tolerance to the graft would be the treatment of choice after transplantation. Increased expression of protective genes like metallothionein-1 or α2β- crystallin were reported with a mouse cardiac transplant model [36,37]. In this same context, we observed increased expression of a number of genes known to have protective or regulatory properties (Figs. 4, 5, 6, 7) creating a much more comprehensive list than reported in any previous studies. 

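Several of the induced genes dampen inflammation by unrelated routes. The interleukin-1 receptor antagonist Il1rn rose from 1.94 ± 1.63 to 60.5 ± 8.74 (38.2-fold, adjusted p = 2.62e-08). Ido1, which starves T cells of tryptophan, rose from 4.40 ± 3.31 to 114 ± 12.8 (37.0-fold, adjusted p = 9.36e-08). The cathepsin inhibitor Cst7 rose from 26.3 ± 7.63 to 729 ± 79.4 (28.5-fold, adjusted p = 1.3e-12) and C4bpb, the other chain of the C4b-binding protein, from 3.86 ± 3.59 to 44.3 ± 15.6 (16.1-fold, adjusted p = 7.61e-06). Control signals of Il1rn, Ido1 and C4bpb lie near background, so their folds are uncertain in size. None of the 4 passed in sTX against ctr (adjusted p = 0.933, 0.0613, 0.0576 and 0.234), and all were higher in aTX than sTX (adjusted p = 4.1e-08, 1.33e-05, 2.55e-11 and 0.000372).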

Our study also indicates the endogenous activation of counter regulatory mechanisms within several pathways that have been linked to acute rejection. For example, genes with anti- apoptotic functions include B-cell leukemia/lymphoma 2 related protein A1 (Bfl-1) (Fig. 5) and the Inhibitor of Apoptosis Proteins (IAP) [38,39]. 

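Birc3, an inhibitor of apoptosis that also relays TNF receptor signals, rose from 24.1 ± 7.66 to 412 ± 62.5 in allografts (17.7-fold, adjusted p = 9.92e-13). In isografts it rose to 46.3 ± 10.3 (1.97-fold, adjusted p = 0.00117), a change that is not called with the wash run as a block (adjusted p = 0.302). The level in aTX exceeded sTX 8.96-fold (adjusted p = 1.07e-10).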

The expression of Heme Oxygenase 1 (HO1; 23-fold) was induced after allogeneic transplantation. The expression of HO1 can suppress graft rejection and leads to long term graft survival in some models [40]. The Cytotoxic T-Lymphocyte-Associated protein 4 (CTLA-4) is a negative regulator of T-cells (Fig. 4) [41]. The function of IL10 is to limit the action of the immune response. IL10 was initially characterized as a cytokine produced by Th2-cells, which inhibited the production of cytokines such as IL2, TNFα and IFNγ [42]. IL10 also modulates the expression of chemokines, chemokine receptors and MHC class II molecules [43]. Thus, the induction of IL10 after allogeneic transplantation indicates a possible feed back mechanism of the immune response (Table 1, Fig. 2).

The complement system is part of the innate immune response. The expression profile we demonstrate in allogeneic transplants for a number of complement components indicates the activation of the complement cascade by acute rejection (Fig. 7). Its major function is the elimination of pathogens and the stimulation of an inflammatory response [44,45]. Local gene expression for complement components has been shown for C3 and C1 during acute rejection in kidney and heart transplantation models, respectively [36,46]. One of the novel genes in our study with the strongest expression after allogeneic transplantation was the C4b binding protein alpha (C4bpa; 219 fold up-regulated). C4bpa is a cofactor for factor 1 in the degradation of C4b in the complement cascade [47]. The degradation of C4b inhibits the formation of the C4b2a complex, a key step in producing an inflammatory response [48].

Recently regulatory T-cells have been recognized as a promising tool for the induction of tolerance [49]. In these studies of our rat renal transplants we also find transcriptional evidence for the presence of regulatory T-cells within the graft. The function of regulatory T-cells is to regulate or suppress the activation, regulation and function of effector T-cells [50]. The development of regulatory T-cells appears to be controlled by FoxP3 [18], which we find is up-regulated after allogeneic transplantation (Fig. 2). The intragraft expression of FoxP3 has also been demonstrated in cardiac allograft patients [51]. The presence of regulatory T-cells within the grafts we studied is further supported by the concomitant increase in expression of CD25 [49] and tryptophan hydroxylase [52].

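CD25 (Il2ra), the high-affinity chain of the interleukin-2 receptor on activated and regulatory T cells, was 5.50 ± 2.6 in controls, 6.06 ± 5.96 in isografts (adjusted p = 0.846) and 65.3 ± 17 in allografts (13.2-fold over controls, adjusted p = 1.41e-05). It was 15.5-fold higher in aTX than sTX (adjusted p = 1.06e-05). Of 9 genes of regulatory T cells 6 rose and 2 fell, also adjusted over the list alone, with a median log2 change of 2.14, adjusted p = 0.0437 and adjusted p = 0.20 with an estimated correlation. That call is lost with the wash run as a block (adjusted p = 0.0511). The list average on the log2 scale, relative to controls, was 2.036 to 2.361 in allografts washed with the controls. In the other allografts it was 2.1 and 2.24, so the change was of similar size in both runs. Tph1 was not analysed here.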

## Conclusion

We have used a well-defined rat kidney transplantation model to demonstrate global changes in gene expression levels after syngeneic and allogeneic transplantation with the emphasis on early acute rejection in the allogeneic transplants. Using DNA microarrays and real time PCR analysis, we were able to identify major immune effector-related pathways that are activated after allogeneic transplantation and clearly linked by multiple lines of published evidence to acute rejection mechanisms of tissue injury. That we also found a list of genes that are equally highly differentially expressed in acute rejection but not presently linked in the literature represents opportunities for additional studies and discovery. In parallel, we have also identified a number of up-regulated genes that are linked to tissue protective and immune counter-regulation mechanisms. These observations fit with the evolving view of immunity as a balance between effector and regulatory mechanisms.

## Methods

### Kidney transplantation

Male Lewis-Brown-Norway (LBN) and Lewis (LEW) rats (250–300 g, Charles River, Sulzfeld, Germany) with free access to standard rat chow (Ssniff, Soest, Germany) and tap water were used. Experiments were approved by a governmental committee on animal welfare and were performed in accordance with national animal protection guidelines. Renal transplantation was performed as published before [17,53]. For the present study, all recipients were bilaterally nephrectomized immediately before transplantation. In brief, the left kidney including ureter, renal artery, a piece of aorta and renal vein was transplanted into the recipient. For the acute rejection-model, kidneys of LBN-rats (n = 5) were transplanted into LEW-rats and, for the syngeneic transplantation-model, kidneys obtained from LBN-rats (n = 5) were transplanted into LBN-rats. The acute rejection-model leads to marked histological changes typical for acute transplant rejection [53] For the control group, we used native untreated kidneys from LBN-rats (n = 5).

### RNA isolation, labeling, hybridization and scanning

On day four after transplantation, the transplanted kidneys were removed and total RNA was isolated using RNeasy-kit (Qiagen, Hilden, Germany) incubated with 10 U DNase I (Promega, Heidelberg, Germany) to digest genomic DNA. RNA quality was measured using the Agilent 2100 BioAnalyzer (Agilent, Palo Alto, CA, USA). Total RNA was used to prepare biotinylated target RNA. Briefly, 10 μg of total RNA was used to generate first-strand cDNA by using a T7-linked oligo (dT) primer. After second strand synthesis, in vitro transcription was performed with biotinylated UTP and CTP (Enzo Diagnostics, New York, NY, USA).

Target cDNAs generated from each sample were then processed as per manufacturer's recommendation using an Affymetrix GeneChip instrument system. Labeled samples were hybridized to the Rat Genome 230 2.0 Array. Arrays were washed and stained with streptavidin-phycoerythrin before being scanned on an Affymetrix GeneChip scanner. Data were analyzed using Affymetrix GCOS array analysis software. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus [54] and are accessible through GEO Series accession number GSE6497.

### Statistical analysis

Experiment reports were inspected to assure equal experiment quality. GeneData Refiner (GeneData, Basel, Switzerland) was used to check quality and import experiments with detection and masking of outliers (the masked area was 0.026 %, 0.01 % and 0.02 % for the control, the syngeneic and allogeneic group respectively). The array defects, assessment using 3'/5' ratios of housekeeping controls, glyseraldehyde-3-phosphate dehydrogenase (GAPDH) and β-Actin, and condensation of intensities to signal values using the "Affymetrix Statistical (MAS5)" method. In GeneData Analyst normalization onto arithmetic mean 400 was performed. Correlation coefficients of all pair wise scatter plots were calculated and summarized in a colored matrix. Clustering was done using the Euclidean distance measure and the complete linkage method. Correlation coefficients and clustering enable a visualization and assessment of the experiment structure based on global expression behavior. Identification of significantly different expressed genes between the control, allogeneic and syngeneic groups were identified using class comparison with the BRB ArrayTools developed by Dr. Richard Simon and Amy Peng [55]. The type of univariate test used was a two-sample T-test. Exact multivariate permutations test was computed based on 126 available permutations. Nominal significance level of each univariate test was set to 0.001. Confidence level of false discovery rate assessment used was 90 % and the maximum allowed numbers of false-positive genes were set to 10.

### Functional annotation and pathway analysis

Up- and down-regulated genes in the allogeneic and syngeneic groups compared to control group were separately analyzed to identify enrichment of different functional pathways and gene ontology (GO) terms [56] using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [22]. The separate analysis of the down- or up-regulated genes was intended to provide information on suppressed or induced functions, respectively. The enrichment analysis was performed on the third GO level, because this gave the best compromise of specificity and coverage of the gene list. We performed the analysis with and without setting the filter on the third GO level. The Rat 230 2.0 gene chip served as the background list (Fishers exact test with corrected p-value < 0.05, Benjamini & Hochberg [57]). To illustrate the pathways with affected genes in the acute rejection group the data were analyzed through the use of Ingenuity Pathways Analysis (IPA; Ingenuity^® ^Systems, Redwood City, CA, USA).

### Real time PCR

Expression profiles for selected genes were analyzed by real time PCR. Total RNA (10 μg) isolated from the same samples was used for cDNA synthesis with the High Capacity cDNA Reverse Transcription Kit. Real time PCR was performed using SYBR Green PCR Master Mix or TaqMan Universal PCR Master Mix on an ABI PRISM 7700 Sequence Detection System. Specific primer pairs or TaqMan Gene expression assays were used. The PCR efficiency of the primers pairs was tested in dilution series with a cDNA from the allogeneic transplanted group. A list with the corresponding primer sequences or TaqMan assay IDs is provided with this manuscript (additional file 3).

All instruments and reagents were purchased by Applied Biosystems (Darmstadt, Germany). Relative gene expression values were evaluated with the 2^-ΔΔCt ^method using GAPDH or 18s-RNA as housekeeping genes [58].

## Authors' contributions

BE performed the experimental design, data analysis and drafted the manuscript, ME performed data analysis, SK contributed to data acquisition, analysis and drafting the manuscript, DL interpretation of data, CM contributed in data analysis, GG suggested the study, helped with interpretation and drafting of the manuscript, DS data analysis and drafting the manuscript, ES coordinated the study and contributed materials and resources. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Gene lists from the class comparison between the groups analyzed with BRB ArrayTools. Click here for file

Additional file 2 Overrepresented gene ontology annotations in the gene lists up or down regulated after allogeneic transplantation compared to control or after syngeneic transplantation compared to control. Click here for file

Additional file 3 Table with the sequences of the primers and IDs of the TaqMan assays used for real time PCR analysis. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

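The study compared native rat kidneys (ctr) with syngeneic (sTX) and allogeneic (aTX) kidney grafts on day 4, with 5 kidneys and 5 arrays per group. The authors deposited MAS5 signal intensities from Affymetrix Rat Genome 230 2.0 arrays, already summarised per probe set and scaled to a common mean on each array. Without the highest and lowest 2% of probe sets, the mean is 100 on every array. The group labels come from the sample titles and the paper, and sample numbers were not taken to pair kidneys across groups. Once group means were removed, 0 of 15 pairs of arrays with the same number correlated above 0.1. This cannot exclude pairing, because no known pair shows how high a true pair would correlate. One label field calls sTX 4 and 5 allogeneic, against their titles and the paper, so they were kept as syngeneic and results were repeated without both. The strains of donors and recipients in the source names also differ from those in the paper and the series description, and the paper was followed. The series description makes the controls the other kidney of the donor rats, so a control and a graft may share a donor. Which ones do is not given in the sources used here. Detection calls were not used here. The array description holds 31099 probe sets, of which 57 are Affymetrix controls and 31042 were tested. Of these, 20826 carry 1 gene symbol, 436 carry several and 9780 are unnamed here, which makes 14217 genes. 54 signals of 0 in 36 probe sets were set to 0.05 before the logarithm.

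Groups were compared on log2 signals in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with an intensity trend), with all 15 arrays in 1 fit and p adjusted by Benjamini and Hochberg over all 31042 probe sets. A probe set with an adjusted p below 0.05 counts as higher or lower. Counts at an unadjusted p below 0.001, the threshold of the paper's methods, are given beside these. Levels are arithmetic means ± SD of the signals, and folds are ratios of geometric means from the fit. Correlations are Pearson's on log2 signals. The distance of a graft from the controls is the mean Euclidean distance of its log2 signals to the 5 control arrays, tested with an exact permutation test. Tables and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

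45 gene lists (32 pathways and 13 sets of cell type markers) were tested with camera from limma, with a preset correlation between genes of 0.01, on the probe set of each gene with the highest mean log2 signal. The lists were written from general knowledge of the genes, and p was adjusted over the lists of a comparison. Each list is given as the number of genes higher and lower over all probe sets, and again with p adjusted over the list alone. Camera with the correlation estimated from the data, fry and Fisher's over-representation were run beside it. Gene names on these arrays came from the series' own table of probe genes and a table of symbols.

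The genes named in the text follow a rule. They are the 10 genes with the largest rise and the 10 with the largest fall for aTX and for sTX against ctr, and the 5 and 5 for aTX against sTX. These had to be called, carry 1 symbol, reach a geometric mean of at least 200 in the higher group and separate all arrays of a group from all of the other. Added to them are up to 3 called members of each list with the largest changes (up to 4 had been planned) and every gene the paper names, whose values in the paper's tables had been seen. Of the named genes 40 have several probe sets, of which 9 have one called in aTX against ctr and another not called, and 0 have calls in opposite directions. Some of these genes are not reported here, and Tph1 was not analysed here.

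Arrays were washed and stained in 2 runs, read from the instrument records of the arrays. All control arrays were in the first run and all syngeneic arrays in the other, while the allogeneic arrays were split 3 and 2. Every comparison was repeated with the run as a block and, for the allogeneic group, within 1 run. Each result was also recomputed with other scalings, floors, filters, tests and without each array in turn.

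In simulated data with the variances of these arrays, 48, 46 and 47% of planted log2 changes of 1 were recovered in the 3 comparisons, and 74, 77 and 78% of changes of 2, with 5, 8 and 6 false calls. Camera recovered 10 of 10 shifted lists and called 0 of 25 unshifted ones. Only the variances were taken from the arrays, so this does not show how often camera calls unshifted lists of correlated genes.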

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

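Tests chosen after their results were seen are the dilution test of the tubule genes by their spread, the test of a stronger immune response in 1 isograft, the wash run ratio without single allogeneic arrays and over pairs of them, and which lists the paper leaves undiscussed. For the test of mixed RNA, the rule that calls its outcome open was also set on seeing the spread between isografts.

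Single kidneys stood apart from the other 4 of their group in 40 of 609 gene and group combinations (6.6%), 13 of 135 list and group combinations (9.6%) and 1 of 15 array measures (6.7%), where chance gives about 1 in 20. Values are log2 distances from the mean of the other 4. In control kidney 3 interferon and inflammatory genes were high, Ubd by 3.39, Psmb8 by 1.39, Psmb9 by 1.17, Il1b by 1.21 and the mitotic gene Bub1b by 3.1. Fabp4 of fat cells (1.88), Rbp4 (0.7), Col1a1 (0.61) and Mccc1 (0.37) were high there too, while Acmsd (−0.98) and Dgkg (−0.85) were low. Its list averages stood apart for interferon-stimulated genes (0.73), the immunoproteasome (0.7), perirenal fat (1.07), collecting duct (0.43) and proximal tubule transport (−0.3).

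In allogeneic kidney 1 tubular genes were lower than in the other allografts, Slco1a1 by −1.97, Slco1a6 by −1.88, Gc by −1.7, Rbp4 by −1.42, Egf by −1.19, Inmt by −1.13, Agt by −1.11 and Ehhadh by −0.55. The endothelial gene Vwf lay lower as well (−1.02), and Ccr1 (0.71) and Gpx7 (0.65) higher. In syngeneic kidney 1 Psmb8 (1.2) and Ccl19 (0.47) were high and Cox7a1 low (−3.27), and its averages were high for interferon-stimulated genes (1.0), T cells (0.93) and cytotoxic lymphocytes (0.66).

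Elsewhere the single kidneys were control 1 for Aco1 (−0.12), control 2 for Socs3 (−0.57), control 4 for Klk1 (−0.42) and control 5 for Batf3 (−4.5). Syngeneic kidney 2 stood apart for Cd2 (−2.33), Il13ra1 (0.52) and Ucp1 (−2.24), kidney 3 for Aoc1 (−1.53), kidney 4 for Stat6 (−0.36) and Tnc (−0.78), and kidney 5 for Egf (0.53), Ndufa6 (0.24) and Nphs1 (0.43). Allogeneic kidney 2 stood apart for Cyp1a1 (2.3) and for its median signal (26.3 against 27.325 in the other 4, in signal units), and kidney 4 for Nfkb1 (−0.13). Among list averages these were MHC class II in control 2 (−0.23), Th17 genes in control 4 (0.4), oxidative phosphorylation in control 5 (0.11), Th2 genes in syngeneic kidney 5 (0.65) and monocytes and macrophages in allogeneic kidney 5 (−0.14).

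The genes Cd69, Il4r, Grem1 and Tmed6 went opposite ways after the 2 kinds of transplantation. The lymphocyte activation marker Cd69 was 6.44 higher on the log2 scale in aTX than sTX, and the interleukin-4 receptor Il4r 1.64 higher. The bone morphogenetic protein antagonist Grem1 was 2.6 lower (−2.6) and the trafficking gene Tmed6 2.28 lower (−2.28). Cd69 is weak outside the allografts, at 15.9 ± 5.01 in controls and 5.4 ± 7.63 in isografts. With the wash run as a block the syngeneic changes of Cd69 (adjusted p = 0.229) and Tmed6 (adjusted p = 0.385) are not called, and those of Grem1 (0.0036) and Il4r (0.00321) are.

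Some gene lists changed that the paper does not discuss for that comparison, given as the median log2 change against controls. After allogeneic transplantation these were endothelium (−1.114), podocytes (−0.765), perirenal fat (−1.071), fibroblasts and pericytes (0.833), tubular injury and repair (1.591), plasma cells (1.035) and dendritic cells (1.178). After syngeneic transplantation they were the immediate-early genes (−0.717), endothelium (−0.205), perirenal fat (−0.312), fibroblasts and pericytes (1.042) and tubular injury and repair (0.92). The paper does describe recovery from tissue injury after syngeneic transplantation, which it reads from proliferation and matrix genes. Immune lists rose there too, among them monocytes and macrophages at 1.032, MHC class I at 0.499, complement at 0.677 and interferon-stimulated genes at 0.51. With an estimated correlation only endothelium keeps its call after aTX, and only fibroblasts and pericytes after sTX (adjusted p = 0.0388 and 0.0277). The other lists named here lose theirs.

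Immune genes were raised in syngeneic kidney 1 above the other isografts. Mixing in RNA of an allograft would give the same share from genes that rise and from genes that fall in rejection, and the shares were 7.08% and 16.92%, 9.84 points apart. The other 4 isografts gave differences of −6.08 to 19.7 points, so this spread decides nothing. A stronger immune response in this graft could raise some lists more than others, and the shares that 7 immune lists need run from 4.6 to 9.11%, a spread of 4.51. One share between 7.39 and 7.61% would lie between the lower and upper quartile of every list, as mixed RNA needs. A response that raised all these lists alike would give that too, so it excludes neither. Mixed RNA and a stronger response cannot be told apart with these values. A sample swapped from another group would lie with that group. Syngeneic kidney 1 clustered with the isografts and lay 200 from the controls. Isografts lay at 195 to 203, allografts at 241 to 252 and controls at 181 to 188. These distances argue against a swap with an allograft or a control.

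Differences between isografts and controls coincide with the wash run. The 2 runs differed within the allogeneic group by a median of 0.052 in the direction of the syngeneic change, against 0.571 for that change, a ratio of 0.09. Leaving out each allogeneic array in turn gave −0.004 to 0.176, and single pairs of allogeneic arrays −0.038 to 0.21. This argues against the run as the whole cause. The estimate rests on 3 and 2 arrays. With the run as a block calls drop because the median standard error grows from 0.123 to 0.213. A smaller run effect on single genes stays open.

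Tubular transport genes were lower in allografts. One common dilution by infiltrating cells would lower every proximal tubule gene alike, but 34 of 45 lay more than 2 standard errors from the list median, 19 of them farther down and 15 less, from −3.15 to 0.483. Proximal tubule and podocyte genes did not differ clearly in their median fall (−0.325, −1.28 to 0.152). Medians were −1.09 for the proximal tubule, −0.715 for the loop of Henle and distal tubule, −0.934 for the collecting duct, −0.765 for podocytes and −1.114 for endothelium. The intervals of these lists overlap that of the proximal tubule (−1.411 to −0.903), as one common dilution would allow. Of the proximal tubule fall, 0.974 or more was kept under median centring and quantile normalization, so it does not depend on the choice among these scalings. Both also bring all arrays to a common level, so they cannot exclude an effect of such scaling itself. The spread between proximal tubule genes argues against one common dilution as the whole cause, and some dilution remains possible. A loss of expression in injured tubule cells is a hypothesis that bulk RNA did not test.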

How the results depend on the processing

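Chosen after seeing the data were the block of wash run and fluidics station, the fits within 1 wash run, and leaving out sTX 1 and ctr 3 together. The other alternatives were planned.

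Over all alternatives the gene lists kept direction and side of the threshold in 4202 cases, gained a call in 73 and lost one in 114. For the named genes the numbers were 17604, 133 and 698, with 7 reversals. Allografts stayed farther from the controls than isografts in all 18 settings run for that distance, with a ratio from 1.24 to 2.20. The methods' t-test and the fit without an intensity trend were not run for lists, and 1 wash run gives no value for sTX against ctr.

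The lists MHC class I, interferon-stimulated genes, cytotoxic lymphocytes, monocytes and T cells after aTX kept their calls under every alternative run but the estimated correlation, where interferon-stimulated genes (adjusted p = 0.066) and T cells (adjusted p = 0.0613) lost theirs. The cell cycle and extracellular matrix lists after sTX kept theirs under all that were run. With an estimated correlation 14, 5 and 16 lists pass in aTX against ctr, sTX against ctr and aTX against sTX, and 23, 20 and 18 lose their call. Among those lost, with their medians, are apoptosis (0.463, adjusted p = 0.066), citrate cycle (−0.496, adjusted p = 0.0718), complement (1.304, adjusted p = 0.066), immunoproteasome (4.31, adjusted p = 0.0718), oxidative phosphorylation (−0.395, adjusted p = 0.148) and proximal tubule transport (−1.09, adjusted p = 0.0718) in aTX against ctr. In sTX against ctr they include citrate cycle (−0.115), fatty acid oxidation (−0.28), oxidative phosphorylation (−0.041) and xenobiotic metabolism (−0.198), and in aTX against sTX citrate cycle (−0.426) and oxidative phosphorylation (−0.374).

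Calls for energy and drug metabolism after sTX depended on the setting. Oxidative phosphorylation in sTX against ctr was not called under quantile normalization (−0.013, adjusted p = 0.424), fry (−0.041, adjusted p = 0.335), Fisher over-representation (−0.041, adjusted p = 0.996), the wash run block (0.042, adjusted p = 0.906) or the wash run and station block (−0.053, adjusted p = 0.0652). It ran from −0.081 to −0.014 without single arrays and lost its call without sTX 3 (−0.014). Citrate cycle in sTX against ctr lost its call under Fisher over-representation (−0.115, adjusted p = 0.176) and the wash run block (−0.061, adjusted p = 0.16), and xenobiotic metabolism under the wash run block (−0.067, adjusted p = 0.126).

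Keeping only probe sets with a mean signal of at least 100 lowers counts because fewer are tested. Called were then 6687 in aTX against ctr (3075 higher, 3612 lower), 3550 in sTX against ctr (1910 higher) and 6055 in aTX against sTX (2573 higher, 3482 lower). At an unadjusted p under 0.001 the counts were 5345 (2459 higher, 2886 lower), 1900 (1062 higher) and 4539 (1896 higher, 2643 lower). The overlap higher in both fell to 1543.

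The wash run block calls 968 probe sets in sTX against ctr (713 higher, 255 lower), and 816 at an unadjusted p under 0.001 (617 higher, 199 lower). The overlap was then 634 higher in both, 229 lower in both and 16 opposite. Blocking on wash run and station calls 7894 in aTX against ctr (3862 higher, 4032 lower), 530 in sTX against ctr (434 higher, 96 lower) and 6519 in aTX against sTX (2799 higher, 3720 lower). At an unadjusted p under 0.001 it gives 4987 (2548 higher, 2439 lower), 571 (464 higher, 107 lower) and 3897 (1791 higher, 2106 lower), and overlaps of 422 higher, 85 lower and 4 opposite. This block leaves few arrays to compare within a set. Under it 7 gene changes reverse without being called, Rpl30 to −0.585 in aTX against ctr and −0.949 in sTX against ctr, Sox18 to −0.099 in aTX against ctr, Tcf21 to −0.05 in sTX against ctr, and Cox7a1 to 0.599, Rora to 0.011 and Rpl12 to −0.052 in aTX against sTX. The cause was not tested. Within 1 wash run 2876 probe sets were lower in aTX than sTX at an unadjusted p under 0.001, with fewer arrays.

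Median centring turns the balance of sTX against ctr to 1812 higher and 4724 lower, or 1062 and 2867 at an unadjusted p under 0.001. The overlap becomes 1395 higher, 3581 lower and 293 opposite. It lowers all values of an isograft, whose median signals are higher, by a constant. The methods' t-test gives 2045 in sTX against ctr at an unadjusted p under 0.001 (1329 higher, 716 lower) and an opposite overlap of 114, and the fit without an intensity trend an opposite overlap of 123.

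Median correlations depend on the scale. Within groups they were 0.991 on unlogged signals, 0.961 by Spearman, 0.987 with an offset of 16 and 0.982 over probe sets of at least 100. For ctr and sTX they were 0.969, 0.947, 0.973 and 0.931, for ctr and aTX 0.838, 0.906, 0.917 and 0.656, and for sTX and aTX 0.896, 0.929, 0.941 and 0.757. In each of these settings ctr and sTX were closer than ctr and aTX.

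Regrouping the arrays at random excludes chance for the counts. The real groups called 12755, 4918 and 11351 probe sets in fits of 2 groups, the highest other of 100 splits called 1, 5 and 0, and 1 split, the real one, reached the real count in each comparison. Weak signals limit what can be seen, since 8623 probe sets (27.8%) have a mean signal of at least 100.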

Differences from the paper's values

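At an unadjusted p below 0.001, 2131 probe sets were higher in sTX against ctr here, against the paper's 1291. Alternatives set before the data were examined that fall within 1.5 times of it are the methods' t-test (1329), no intensity trend (1773), a floor of 32 (1629), quantile normalization (1786), median centring (1062), a mean signal of at least 100 (1062), only the 2 groups compared (1770), leaving out both sTX arrays of doubtful label (1835), and leaving out control 1, 2 or 4 or sTX 1, 2, 3 or 4. Those that do not are an offset of 16 (2119), a floor of 10 (2048), array weights (2215), the replicate block (1993), the wash run block (617), and leaving out control 3 or 5, sTX 5 or any aTX array. Lower were 1111 here against the paper's 564. Within 1.5 times fall a mean signal of at least 100 (838), the methods' t-test (716) and no intensity trend (755). The other alternatives do not, running from 199 with the wash run block to 2867 with median centring. The paper's methods name a parametric test at this threshold.

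Correlations on log2 signals were 0.929 to 0.943 within groups here, against the paper's 0.97 to 0.99. A value is said to meet the paper's when they differ by no more than the SD over the pairs of that setting, or by rounding where that is larger. Over probe sets with a mean signal of at least 100 they were 0.964 to 0.994, and the upper end is also met with an offset of 16 (0.991). Unlogged signals, Spearman and, at the lower end, the offset of 16 lie outside. For ctr and sTX the values were 0.916 to 0.931, against the paper's 0.95 to 0.97. Unlogged signals meet the lower end (0.948), and no alternative meets the upper end. For ctr and aTX they were 0.877 to 0.892, against the paper's 0.84 to 0.87. Unlogged signals meet the upper end (0.86), and no alternative the lower. The lowest value for sTX and aTX was 0.894, against the paper's 0.88, and no alternative meets it. On unlogged signals the ranges were 0.979 to 0.998 within groups, 0.948 to 0.979 for ctr and sTX, 0.81 to 0.86 for ctr and aTX and 0.865 to 0.922 for sTX and aTX. The order of the groups is the paper's on every scale.

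The paper's text gives the genes it measured by PCR as not changed after syngeneic transplantation, while the array columns of its Fig. 2D show Timp1 and Hmox1 higher there, at about 6.7 and about 2.8 in Fig. 2D, read by eye (6.67 and 2.79 here). Of these genes Timp1 (adjusted p = 2.17e-09), Hmox1 (adjusted p = 2.47e-06) and Bcl2a1 (adjusted p = 0.000727) rose here in sTX against ctr, and Mmp7 (adjusted p = 0.608) and Il2ra (adjusted p = 0.846) did not. Bcl2a1 is not called under the wash run block (adjusted p = 0.116). The array legend of the paper gives Il10, C4bpa, Tap1 and Tap2 as unchanged after sTX. Here Il10 was not called (adjusted p = 0.0935), and C4bpa (adjusted p = 0.0275), Tap1 (adjusted p = 0.00641) and Tap2 (adjusted p = 0.00128) rose. None of these 3 is called under the wash run block, nor at the paper's threshold by the methods' t-test.

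The paper places lower oxidative phosphorylation, citrate cycle and xenobiotic metabolism after allogeneic transplantation alone. Here camera also called small falls after sTX (adjusted p = 0.00333, 0.000446 and 0.000569), which are not called with an estimated correlation (adjusted p = 0.577, 0.297 and 0.191) or the wash run block.

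The methods state a scaling to 400, and the deposited signals are scaled to 100, which leaves folds as they are. Of 77 folds in the paper's tables and text 71 lie within 1.1 times of those here and all 77 within 1.5 times. The farthest are C4bpa (317 here), Il10 (157) and Cxcr2 (15.3).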

Other observations

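The values in this part are given without explanations. The alternative without sTX 1 and ctr 3 was chosen after the results were seen.

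Immediate-early genes, which cells switch on within minutes of stress, were low in isografts. The 5 named here were also lower in allografts than in controls. In sTX against ctr Fos fell from 337 ± 237 to 32.7 ± 22.3 (11.1-fold lower, adjusted p = 9.2e-06), Egr1 from 1168 ± 762 to 117 ± 56.7 (9.49-fold lower, adjusted p = 4.88e-07) and Nr4a1 from 618 ± 263 to 55.9 ± 9.63 (10.3-fold lower, adjusted p = 3.24e-09). Dusp1, a phosphatase that ends MAP kinase signals, fell from 298 ± 78.9 to 49.3 ± 17.3 (6.15-fold lower, adjusted p = 4.23e-08), and Zfp36, which destabilises cytokine mRNA, from 1525 ± 335 to 211 ± 56.4 (7.30-fold lower, adjusted p = 2.49e-10). All 5 keep their call with the wash run as a block, the weakest being Fos (adjusted p = 0.0177). Of 25 immediate-early and stress genes 17 fell and 2 rose (17 and 3 adjusted over the list alone), with adjusted p = 2.52e-09 and adjusted p = 0.175 with an estimated correlation. In aTX against ctr 13 fell and 8 rose (adjusted p = 0.413). In aTX against sTX 16 were higher and 1 lower (adjusted p = 2.82e-05; adjusted p = 0.175 with an estimated correlation). Fos, on 1 of its 2 probe sets, Egr1, Nr4a1, Dusp1 and Zfp36 were also called lower in aTX against ctr. For these genes every allograft lay below every control. Single allografts ran from 69.2 to 114.1 for Fos, 178.7 to 276.5 for Egr1 and 86 to 133.8 for Nr4a1. They ran from 38.6 to 58.7 for Dusp1 and 633.8 to 728.6 for Zfp36. Single isografts ran from 34.4 to 68.7 for Dusp1, so its levels in both kinds of graft overlapped.

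Tubular injury genes rose in both kinds of graft. Of 23 genes 17 rose and 3 fell in sTX against ctr (18 and 3 adjusted over the list alone; adjusted p = 2.44e-09; adjusted p = 0.0518 with an estimated correlation), and 15 rose and 3 fell in aTX against ctr (15 and 4 adjusted over the list alone; adjusted p = 4.51e-05; adjusted p = 0.0815 with an estimated correlation). Havcr1 was 1024 ± 577 in isografts and 492 ± 197 in allografts (adjusted p = 0.239 for aTX against sTX). Cell cycle genes rose in allografts as well, 47 of 50 against controls (adjusted p = 1.32e-17) with a median log2 change of 2.60. Against isografts 21 were higher and 1 lower, with a median of 0.46 (adjusted p = 2.61e-05; adjusted p = 0.165 with an estimated correlation), and Cdk1, Pttg1, Ect2 and Prc1 did not pass (adjusted p = 0.358, 0.186, 0.751 and 0.618). Of 58 extracellular matrix genes 36 rose and 12 fell in aTX against ctr (adjusted p = 0.000796; adjusted p = 0.192 with an estimated correlation), and 33 were lower in aTX than sTX. Of 15 genes of fibroblasts and pericytes 12 rose in sTX (adjusted p = 2.44e-09; 0.0277 with an estimated correlation) and 10 in aTX against ctr (adjusted p = 0.00833; adjusted p = 0.15 with an estimated correlation).

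Most endothelial and podocyte genes measured were lower in allografts than in native kidneys. Of 17 endothelial genes 14 fell and 2 rose in aTX against ctr (15 and 2 adjusted over the list alone; adjusted p = 5.9e-06; 0.0388 with an estimated correlation). In sTX against ctr 4 fell and 2 rose (adjusted p = 0.0282; adjusted p = 0.278 with an estimated correlation). Of 11 podocyte genes 7 fell and 2 rose in aTX against ctr (adjusted p = 0.0248; adjusted p = 0.132 with an estimated correlation). Of 26 genes of glutathione metabolism 20 fell and 2 rose in aTX against ctr, with a median of −0.75 (adjusted p = 9.27e-07; adjusted p = 0.066 with an estimated correlation). In sTX against ctr 8 of these fell and 2 rose (adjusted p = 0.000773; adjusted p = 0.258 with an estimated correlation).

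Metallothionein-1 (Mt1) and alpha B-crystallin (Cryab), protective genes that other transplant models raise, were lower than in controls in both kinds of graft. In allografts Mt1 went from 60 ± 24.3 to 28.1 ± 10.8 (2.12-fold lower, adjusted p = 0.00505; 0.074 with the wash run as a block) and Cryab from 2246 ± 341 to 1113 ± 264 (2.04-fold lower, adjusted p = 4.96e-06; 0.000105 with the wash run as a block). In isografts Mt1 was 24.2 ± 7.74 (adjusted p = 0.00441 against controls, 0.677 for aTX against sTX) and Cryab 1651 ± 321 (adjusted p = 0.0343 and 0.00297), and neither is called in sTX against ctr with the wash run as a block (adjusted p = 0.799 and 0.695).

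Some fat transcripts were higher in native kidneys than in grafts. Ucp1 of brown fat was 89.9 ± 101 in controls, 5.24 ± 2.4 in isografts and 4.76 ± 2.43 in allografts (adjusted p = 0.000115 and 1.31e-05 against controls; 0.0943 and 0.000201 with the wash run as a block). Control 3, at 269.8 against 29.7 to 62.9 in the others, carries much of the control mean. Without it the log2 changes of Ucp1 were −3.267 in sTX and −3.389 in aTX against ctr (adjusted p = 0.000249 and 3.3e-05). Of 10 genes of perirenal fat 4 fell in sTX (adjusted p = 0.021; adjusted p = 0.297 with an estimated correlation) and 7 in aTX against ctr (adjusted p = 0.0236; adjusted p = 0.199 with an estimated correlation). The list in sTX against ctr is not called without control 3 (−0.293, adjusted p = 0.125), without sTX 1 and ctr 3 (−0.523, adjusted p = 0.118) or with the wash run as a block (−0.144, adjusted p = 0.325).

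Ribosomal protein genes rose a little, 33 of 42 in aTX against ctr (adjusted p = 2.1e-06; adjusted p = 0.273 with an estimated correlation) and 15 in sTX against ctr (adjusted p = 2.22e-05; adjusted p = 0.507 with an estimated correlation). Median centring leaves 2 of the 15. Among blood cells in aTX against ctr, 7 of 11 dendritic cell genes rose (adjusted p = 0.0213; adjusted p = 0.0755 with an estimated correlation) and 4 of 7 plasma cell genes (adjusted p = 0.0293; adjusted p = 0.0718 with an estimated correlation). Neutrophils (5 of 10 higher, adjusted p = 0.0892), mast cells (4 of 12 higher, adjusted p = 0.458) and erythrocytes and platelets (2 of 6 lower, adjusted p = 0.279) did not pass.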
